# CDK6 kinase inhibition unmasks metabolic dependencies in BCR::ABL1+ leukemia

**DOI:** 10.1038/s41419-025-07434-1

**Published:** 2025-02-18

**Authors:** Lisa Scheiblecker, Thorsten Klampfl, Eszter Doma, Sofie Nebenfuehr, Omar Torres-Quesada, Sophie Strich, Gerwin Heller, Daniela Werdenich, Waltraud Tschulenk, Markus Zojer, Florian Bellutti, Alessia Schirripa, Sabine Zöchbauer-Müller, Peter Valent, Ingrid Walter, Eduard Stefan, Veronika Sexl, Karoline Kollmann

**Keywords:** Cancer therapy, Cancer metabolism, Acute lymphocytic leukaemia

## Abstract

Metabolic reprogramming and cell cycle deregulation are hallmarks of cancer cells. The cell cycle kinase CDK6 has recently been implicated in a wide range of hematopoietic malignancies. We here investigate the role of CDK6 in the regulation of cellular metabolism in BCR::ABL1+ leukemic cells. Our study, using gene expression data and ChIP-Seq analysis, highlights the contribution of CDK6 kinase activity in the regulation of oxidative phosphorylation. Our findings imply a competition for promoter interaction of CDK6 with the master regulator of mitochondrial respiration, NRF-1. In line, cells lacking kinase active CDK6 display altered mitochondria morphology with a defective electron transport chain. The enhanced cytoplasm/mitochondria ATP ratio paralleled by high pyruvate and lactate levels indicate a metabolic switch to glycolysis. Accordingly, combinatorial treatment of leukemic cells including imatinib resistant cells with the CDK4/6 inhibitor palbociclib and the glycolysis inhibitor 2-deoxyglucose (2-DG) enhanced apoptosis, while blocking cell proliferation in leukemic cells. These data may open a new therapeutic avenue for hematologic malignancies with high CDK6 expression by exploiting metabolic vulnerabilities unmasked by blocking CDK6 kinase activity that might even be able to overcome imatinib resistance.

## Introduction

An altered cell cycle regulation and changes of metabolic pathways are hallmarks of cancer [1]. As cancer cells proliferate in an uncontrolled manner, they need to adjust their metabolism according to their increased need for energy. Otto Warburg was the first to describe the ability of cancer cells to reprogram their metabolism towards glycolysis which is acknowledged as the ‘Warburg effect’ [2]. Normal cells use glycolysis to process glucose to lactate which is further metabolized in the mitochondria. There, electrons get transferred along different respiratory multi-subunit complexes in the inner mitochondrial membrane. During the final oxidative phosphorylation (OXPHOS) step of the electron transport chain (ETC), reduced substrates get oxidized which is coupled to the conversion of ADP into ATP. This mitochondrial respiration is only used under aerobic conditions whereas under oxygen deprived conditions, cells favor glycolysis. Cancer cells can reprogram their metabolism to use mainly glycolysis for energy production even in the presence of oxygen which has been termed “aerobic glycolysis” [2, 3].

Recent evidence points at a role for the cyclin-dependent kinase 6 (CDK6) in cellular metabolism. CDK4/6 kinase inhibition impacts on mitochondrial and glycolytic metabolism in various cancer types [4–6]. Apart from solid cancers, CDK6 has been shown to directly phosphorylate and thereby inhibit key enzymes of glycolysis in acute lymphoid leukemia (ALL) [7]. It remains to be determined how and to which extent CDK6 inhibition alters metabolism of cancer cells and which role CDK6 specifically plays in this context in BCR::ABL1+ leukemia.

CDK6 and its close homologue CDK4 are key players of the G1 phase of the cell cycle. In complex with their regulatory subunits, the D-type cyclins, CDK4/6 phosphorylate the retinoblastoma protein family members (RB) promoting G1 to S-phase progression. Besides its role in cell cycle progression, CDK6 but not CDK4 has been shown to interact with chromatin and to regulate transcription to support tumorigenesis and stem cell functions especially in normal and leukemic hematopoiesis [8–13].

In cancer, deregulation of the individual CDKs is linked to different tumor types with high levels of CDK4 being common in sarcoma, glioma and melanoma [14–16] whereas overexpression of CDK6 is more frequent in hematologic malignancies [17, 18].

B-cell ALL (B-ALL) is among the most common subtypes of ALL and is characterized by uncontrolled proliferation of precursor B-cells. The t(9;22) translocation leading to the *BCR::ABL1* fusion gene is the most frequent cytogenetic abnormality in ALL, with an incidence of 20–30% [19, 20]. Treatment with the specific BCR::ABL1 tyrosine-kinase inhibitor (TKI) imatinib in combination with polychemotherapy has improved therapy responses and survival in these patients. However, some of the ALL patients relapse due to resistance against imatinib and/or other therapies. In these patients, acquired secondary mutations in *BCR::ABL1* that confer resistances against imatinib may be detected [21]. Recently, more potent TKIs against BCR::ABL1 have been developed aiming to overcome imatinib resistance in ALL. However, some of the patients still relapse, especially when ALL cells exhibit BCR::ABL1 T315 or other BCR::ABL1 mutations in compound configuration [22–25]. Therefore, research is seeking novel pathways and targets that may be used to overcome drug resistance in ALL.

It has been shown that survival and proliferation of BCR::ABL1+ cells are dependent on CDK6 expression [21, 26, 27] whereas on the other hand overexpression of CDK6 confers resistance to BCR::ABL1 kinase inhibition [28]. Furthermore, overexpression of CDK6 has been linked to angiogenesis and epigenetic regulation in BCR::ABL1+ ALL [8, 29].

CDK4/6 inhibitors are widely used in the clinics for breast cancer patients and are also in clinical trials for therapy of hematopoietic diseases [30]. However, the clinically used kinase inhibitors show limited therapeutic success, as resistance evolves rapidly. Therefore, second line treatment strategies, like combinatorial treatments, need to be developed.

In this study, we investigate the role of CDK6 in the regulation of mitochondrial metabolism. We found reduced expression of mitochondrial genes and defective mitochondrial functions in BCR::ABL1+ ALL cells harboring a kinase inactive version of CDK6 or lacking CDK6. Furthermore, murine and human leukemic cells require glycolysis and combinatorial inhibition of CDK6 together with the glycolysis regulator 2-deoxy-D-glucose (2-DG) point at a novel therapeutic treatment strategy for BCR::ABL1+ ALL and chronic myeloid leukemia (CML) patients.

## Results

### CDK6 kinase inhibition reduces OXPHOS gene expression

High levels of CDK6 are critical for proliferation and survival of BCR::ABL1+ ALL cells [21, 26, 27, 31]. Analysis of the publicly available Microarray Innovations in Leukemia (MILE) study (GSE13159) further validated the upregulation of CDK6 in patients with BCR::ABL1+ ALL (Supplementary Fig. S1A) [32, 33]. CDK6 regulates transcription in a kinase-dependent and -independent manner [8–13]. To understand the consequences of CDK6-mediated gene expression, we made use of our transcriptomics data obtained in BCR::ABL1 transduced CDK6 wildtype (*Cdk6*^*+/+*^), kinase inactive Cdk6K43M (*Cdk6*^*KM/KM*^), and knockout (*Cdk6*^*−/−*^) primary bone marrow cells (Fig. 1A) [12, 34, 35], resembling an early stage of BCR::ABL1+ ALL. *Cdk6*^*KM/KM*^ cells harbor a kinase inactive mutant of CDK6 and at least partially mimic treatment with the clinically used CDK4/6 kinase inhibitor, palbociclib. This dataset was obtained during an early phase of transformation allowing us to study the onset of the disease. The canonical function of CDK6 was validated by the top down-regulated cell cycle related pathways in *Cdk6*^*KM/KM*^ as well as in *Cdk6*^*−/−*^ cells (Fig. 1B). Besides that, OXPHOS was one of the most significantly down-regulated pathways in both, *Cdk6*^*KM/KM*^ and *Cdk6*^*−/−*^ freshly transduced precursor cells (Fig. 1B, Supplementary Fig. S1B).

**Fig. 1:**
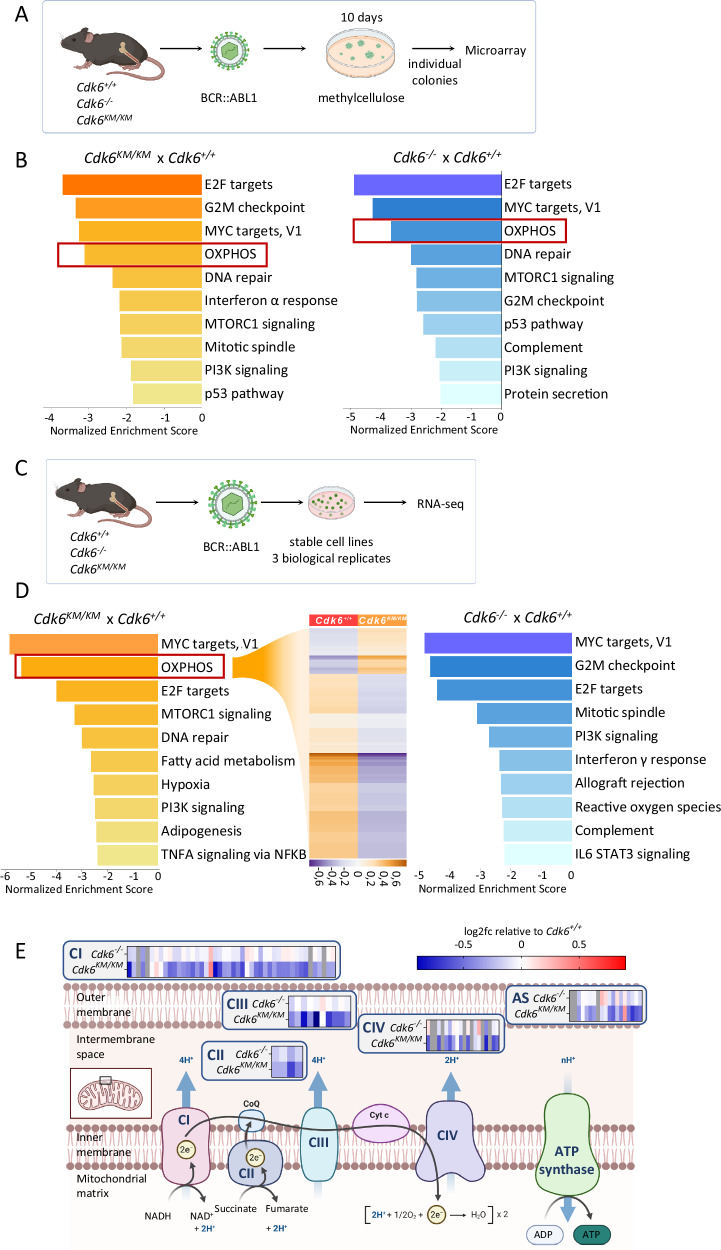
*Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells have OXPHOS genes down regulated. **A** Schematic workflow of the generation of BCR::ABL1 transformed colonies followed by microarray analysis. **B** Normalized enrichment scores of HALLMARK gene sets in *Cdk6*^*KM/KM*^ versus *Cdk6*^*+/+*^ (left) and *Cdk6*^*−/−*^ versus *Cdk6*^*+/+*^ (right); *n* = 4 biological replicates per genotype. **C** Schematic workflow of stable BCR::ABL1+ cell line establishment followed by RNA-seq analysis. **D** Results from a gene set enrichment analysis. Bar charts depict normalized enrichment scores of HALLMARK gene sets, *Cdk6*^*KM/KM*^ versus *Cdk6*^*+/+*^(left) and *Cdk6*^*−/−*^ versus *Cdk6*^*+/+*^ (right). The heatmap shows mean normalized expression (read counts) of genes from the OXPHOS gene set in *Cdk6*^*KM/KM*^ versus *Cdk6*^*+/+*^ cells; *n* = 3 cell lines per genotype. **E** Heatmaps depicting log2 fold changes of RNA-seq data from *Cdk6*^*KM/KM*^ and *Cdk6*^*−/−*^ relative to *Cdk6*^*+/+*^ of transcripts encoding the different subunits of the ETC complexes (CI – CIV); AS = ATP synthase. The graphic has been adapted from “Electron Transport Chain”, by BioRender.com (2022). Retrieved from https://app.biorender.com/biorender-templates.

To examine later progression stages of the disease, we revisited transcriptomic data from stably transformed BCR::ABL1+ cell lines with and without CDK6 deletion generated by the CRISPR-Cas9 system (Supplementary Fig. S1C) [29]. This model allows the presence of CDK6 during transformation and CDK6 deletion was performed upon establishment of stable cell lines. This setting is thought to better resemble the situation in patients at the beginning of therapy as their disease is usually already advanced at this time. Pathway analysis of differentially expressed genes confirmed the OXPHOS gene set among the most significantly down-regulated pathways upon CDK6 deletion (Supplementary Fig. S1D).

As a third approach, transcriptomic analysis of stable BCR::ABL1+ cell lines expressing *Cdk6K43M* (Fig. 1C) underlined the OXPHOS pathway being under the top down-regulated ones compared to CDK6 wildtype cell lines (Fig. 1D, left panel). 

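Poly(A) RNA from 3 stable *Cdk6* KM/KM BCR::ABL1+ cell lines was analysed. The lines are B-lymphoid precursor cells of C57BL/6 mouse bone marrow that grew out after transduction with BCR::ABL1 and carry the kinase inactive CDK6. The *Cdk6*+/+ and *Cdk6*-/- lines of the comparison were not analysed here, so the values describe the kinase inactive arm and the spread between its lines, without a fold change. The authors aligned the reads to mm10 with STAR, counted reads on the exons of Gencode M13 genes with FeatureCounts and deposited the number of reads per gene without normalization. The paper names the TruSeq kit for these libraries, whereas the sample record names the SENSE mRNA-Seq kit with single-end reads of 50 bases. Counts on genes summed to 21569845 in line 1, 19633463 in line 2 and 25773221 in line 3. The 10 genes with most counts took between 3.54% and 3.72% of a library. Counts were scaled with edgeR's TMM normalization and expressed as CPM, and levels are given as mean ± SD over the lines.

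*Cdk6* (ENSMUSG00000040274.11) lies on the plus strand of chromosome 5 from 3341485 to 3531008 in mm10. Codon 43, AAG for lysine in the reference, spans 3344493 to 3344495 in the coding sequence of exon 2 of 8 of transcript ENSMUST00000165117.7. The reference reads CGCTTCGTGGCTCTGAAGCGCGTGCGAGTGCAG around this codon, which encodes RFVALKRVRVQ. Counts per gene do not show the mutated base. *Cdk6* was read 9757, 6598 and 6096 times in lines 1, 2 and 3, or 449.5, 334.2 and 239.3 CPM, with a mean of 341 ± 105 CPM (SD, n = 3). The mean ranged from 286 to 394 CPM with 1 line left out in turn. The difference between lines exceeded the counting noise (chi-square test of homogeneity over the 3 libraries with Benjamini-Hochberg adjustment at 0.05), a test that compares these libraries and not conditions. Genes along the whole of chromosome 5 were shifted in the same order, with a median deviation from the mean of the lines of 0.27 in line 1, -0.07 in line 2 and -0.19 in line 3 on the log2 scale over 644 genes. *Cdk4*, the close homolog, had 602 ± 27.5 CPM, *Cdk2* 158 ± 10.3 CPM and *Ccnd3* 1436 ± 141 CPM (SD, n = 3 each).

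**Figure D1:**
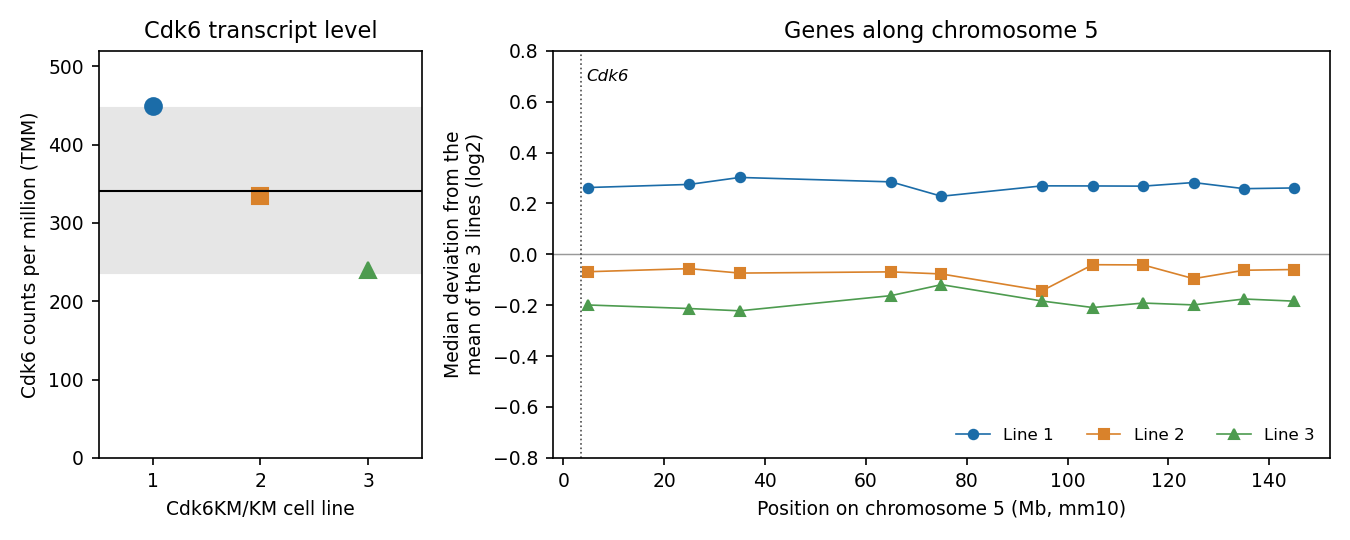
Left, *Cdk6* level in CPM in each of the 3 *Cdk6* KM/KM cell lines, with the mean as a line and 1 SD to either side shaded. Right, median deviation from the mean of the 3 lines on the log2 scale over the genes of each 10 Mb window of chromosome 5 that holds at least 15 genes, with the position of *Cdk6* dotted. Line 1 is the highest in every window plotted and line 3 the lowest.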

Of note, the OXPHOS system was not identified among the top deregulated pathways in stable CDK6 knockout cell lines, which may indicate a potential compensatory mechanism when CDK6 is lost long-term (Fig. 1D, right panel). In depth analysis of RNA-seq data (Fig. 1C) showed that transcripts encoding subunits of all complexes of the ETC were affected by kinase inactive CDK6 and partially by the loss of CDK6 (Fig. 1E).

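In the 3 *Cdk6* KM/KM lines, nuclear genes of the ETC complexes and the ATP synthase (AS) took 1.36% ± 0.0217 of all gene counts (SD, n = 3). Of the 85 nuclear subunit genes listed and found, 77 reached at least 1 CPM in each line. These were 36 of 36 genes of CI, 4 of 4 of CII, 9 of 9 of CIII, 12 of 19 of CIV and 16 of 17 of AS. The genes under this level were *Cox4i2*, *Cox6a2*, *Cox6b2*, *Cox7a1*, *Cox7b2*, *Cox8b*, *Cox8c* and *Atp5g2*, where 3 counts correspond to 0.116 to 0.153 CPM. AS took 0.601% ± 0.0176 of counts, CI 0.308% ± 0.00503, CIV 0.191% ± 0.00950, CIII 0.154% ± 0.00331 and CII 0.108% ± 0.00627 (SD, n = 3 each).

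The highest subunit was *Ndufs1* in CI (ENSMUSG00000025968.16, chromosome 1, 63143596 to 63176833) with 232 ± 4.72 CPM, *Sdha* in CII (ENSMUSG00000021577.13, chromosome 13, 74322254 to 74350280) with 455 ± 27.0 CPM and *Uqcrc2* in CIII (ENSMUSG00000030884.12, chromosome 7, 120635176 to 120659524) with 333 ± 11.5 CPM. It was *Cox4i1* in CIV (ENSMUSG00000031818.12, chromosome 8, 120668222 to 120674207) with 371 ± 2.85 CPM and *Atp5b* in AS (ENSMUSG00000025393.12, chromosome 10, 128083273 to 128090391) with 2205 ± 34.6 CPM (SD, n = 3 each). In CIII, *Uqcrc1* had 332 ± 1.15 CPM (SD, n = 3), within the spread of *Uqcrc2*, so the order of these genes is not settled. CPM is not corrected for transcript length, and longer transcripts give more reads. The subunits named are therefore those with the most counts, and not necessarily the most abundant transcripts.

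The SD of log2(CPM + 1) between lines had a median of 0.07 over the 80 nuclear subunit genes with at least 10 counts in total, below the 0.14 of random gene lists matched on mean expression. It was 0.0658 without line 1, 0.0865 without line 2 and 0.0484 without line 3. A median SD over fewer lines tends to be lower, so part of the decrease may lie in the construction. Among the genes with at least 1 CPM in each line, the largest SD in CIV was that of *Cox7b* on the X chromosome (ENSMUSG00000031231.4, 106015700 to 106022450), with 135, 146 and 304 CPM in lines 1, 2 and 3. Within the same limit, the largest SD in CIII was that of *Uqcrb* on chromosome 13 (ENSMUSG00000021520.4, 66900617 to 66905378), with 58.4, 34.4 and 26.6 CPM. In AS, again within this limit, it was that of *Atp5j2* on chromosome 5 (ENSMUSG00000038690.15, 145183698 to 145192062), with 229, 165 and 144 CPM. The neighbouring genes of all 3 were shifted between lines in the same order. *Ndufa1* in CI and *Sdhc* in CII varied less, with 48.0 ± 7.97 and 93.6 ± 8.26 CPM (SD, n = 3). Over all nuclear subunits, the median deviation of a line from the mean of the lines stayed between -0.01 and 0.01 on the log2 scale.

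The mitochondrially encoded ETC genes took 0.973% ± 0.0232 of counts (SD, n = 3). Of these 13 genes, 7 reached at least 1 CPM in each line, led by *mt-Nd1* with 2479 ± 16.6 CPM. *mt-Nd3*, *mt-Nd4l*, *mt-Co2* and *mt-Atp8* were at 0 and *mt-Co3* and *mt-Atp6* at 1 count or fewer in each line. All of these but *mt-Atp8* had from 98.0% to 100% of their 50-base stretches in other annotated genes. The 0.973% and the order of the 13 genes may therefore depend on which reads were counted. Subunits whose main transcript shares many 50-base stretches with other annotated genes may have uncertain counts, among them *Atp5g2* with 87.4%, *Atp5l* with 84.8% and *Cox7c* with 53.0%. Over all transcripts of these genes the shares were 38.3%, 9.99% and 22.1%, so whether shared reads affect their counts stays open. The paper states from its comparison with *Cdk6*+/+ lines that transcripts of all ETC complexes were affected by kinase inactive CDK6 (Fig. 1E).

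**Figure D2:**
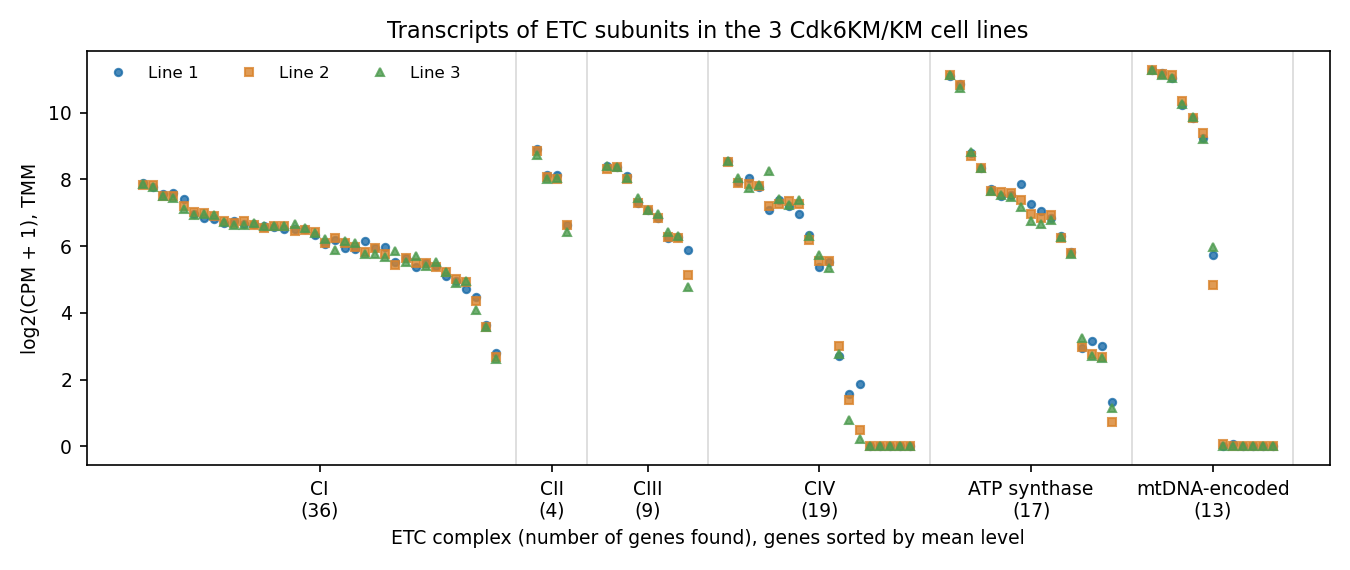
Level of each ETC subunit gene as log2(CPM + 1) in the 3 *Cdk6* KM/KM cell lines, sorted by mean level within its complex, with the number of genes found in brackets. Each point is 1 line. The points of *Cox7b* in CIV, of *Uqcrb*, the lowest gene of CIII, and of the mitochondrially encoded *mt-Nd6* lie farther apart than those of most other genes, as do those of *Cox6a2* in CIV, which is under 1 CPM in lines 2 and 3.

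**Figure D3:**
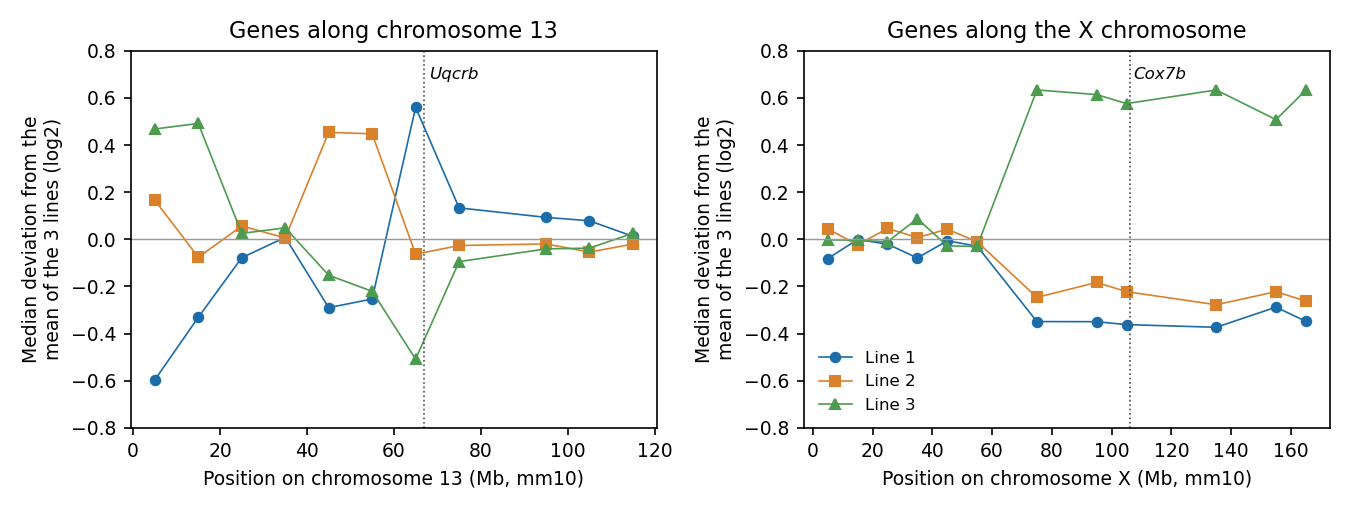
Median deviation from the mean of the 3 lines on the log2 scale over the genes of each 10 Mb window of chromosomes 13 and X that holds at least 15 genes, with *Uqcrb* and *Cox7b* dotted. Line 1 is the highest around *Uqcrb*, and line 3 is the highest in each window from 70 Mb on the X chromosome.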

### CDK6 binds to promoters of OXPHOS genes

CDK6 has been shown to bind chromatin-associated complexes and thereby regulate gene transcription besides lacking a DNA-binding domain [8–12]. We hypothesized that the downregulation of OXPHOS gene expression upon loss of CDK6 kinase function is a consequence of altered transcriptional regulation by *Cdk6*^*KM/KM*^. ChIP-seq experiments in BCR::ABL1+ cell lines were performed to test this concept using cells expressing either wildtype or kinase inactive CDK6. This analysis allows to determine if kinase activity of CDK6 alters chromatin binding. 98% of all sites occupied by wildtype CDK6 were also bound by kinase inactive CDK6, showing that CDK6 interaction with the DNA does not require kinase function (Fig. 2A). Overlapping the CDK6-ChIP-seq results with ATAC-seq allows to prioritize peaks in chromatin regions that are accessible and potentially transcriptionally active. We identified 14 033 regions bound by CDK6 and open as defined by ATAC-seq in *Cdk6*^*+/+*^ and *Cdk6*^*KM/KM*^ cells (Fig. 2B). More than 50% of these open regions are located within promoters (Supplementary Fig. S2A). Transcription factor (TF) motif enrichment analysis revealed ETS, SP1 and NFY motifs (Fig. 2C) among the top enriched motifs. All of these TFs have recently been described as co-regulators of CDK6-mediated transcription [12, 29]. In addition, we found the NRF-1 motif among the top 10 enriched motifs. NRF-1 is a master regulator of nuclear genes required for the function of mitochondrial respiration [36, 37]. We confirmed CDK6 binding at NRF-1 target sites using a publicly available NRF-1 ChIP-seq dataset of transformed B-cells [38]. In total, around 50% of CDK6 binding sites were also bound by NRF-1 (Supplementary Fig. S2B). To analyze if the differentially expressed OXPHOS genes between *Cdk6*^*+/+*^ and *Cdk6*^*KM/KM*^ cells from our RNA-seq (Fig. 1D) harbor a CDK6 peak as well as an NRF-1 peak in the same position of their promoter region, we overlapped the three data sets. Roughly 40% of genes (69 from 177) defining the OXPHOS gene set were differentially expressed in *Cdk6*^*KM/KM*^ cells and showed overlapping CDK6 and NRF-1 peaks at their promoter regions (Fig. 2D). This finding prompted us to ask whether CDK6 directly interacts with NRF-1 to regulate transcription. As we failed to obtain any evidence for a direct interaction between CDK6 and NRF-1 by co-immunoprecipitation experiments (Supplementary Fig. S2C) we speculate that CDK6 and NRF-1 antagonistically interact with OXPHOS gene promoters and that kinase inactive CDK6 has a repressive function.

**Fig. 2:**
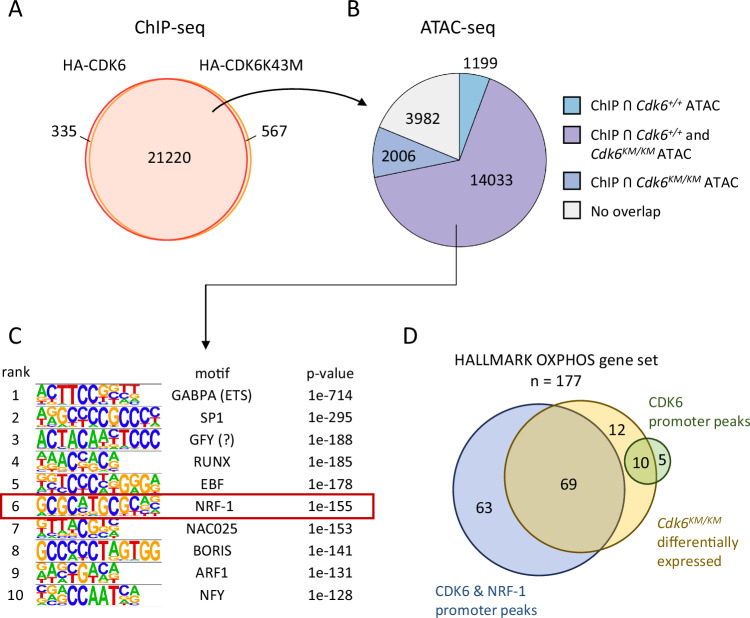
CDK6 binds to promoters of OXPHOS genes. **A** Venn diagram showing the overlap of CDK6-ChIP sequencing peaks of BCR::ABL1+ HA-Cdk6 and HA-Cdk6K43M cell lines; *n* = 2 per condition. **B** Venn diagram showing the overlap of ChIP-seq peaks and open chromatin regions from ATAC-seq of wildtype CDK6 and kinase inactive CDK6; *n* = 2 per genotype. **C** Top 10 hits from a transcription factor motif analysis of overlapping chromatin regions from ChIP-seq and ATAC-seq. **D** Venn diagram showing the overlap of genes from the HALLMARK OXPHOS gene set (*n* = 177) and differentially expressed genes from RNA-seq, genes harboring a CDK6 ChIP-seq or/and an NRF-1 ChIP-seq peak.

### Kinase inactive CDK6 alters cell respiration

To investigate the effects of CDK6 kinase activity on mitochondrial function, we applied high-resolution respirometry (HRR) on the *Cdk6*^*+/+*^, *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells. We evaluated O_2_ consumption (flows), flux control ratio (*FCR*) and coupling efficiencies *(E-L)/E* to determine the mitochondrial coupling control of electron flow to ATP production. *FCR* gives a fingerprint of mitochondrial coupling control independent of changes in mitochondrial content, cell volume and sample amount [39–41]. The analysis of the O_2_ flows revealed that the *Cdk6*^*KM/KM*^ cells have an increased respiration in all coupling control states: the physiological respiration ROUTINE (*R*), the non-phosphorylating resting or intrinsic uncoupled LEAK respiration (*L*) and the maximum experimentally induced respiration or ET capacity (*E*) when compared to *Cdk6*^*+/+*^ cells (Fig. 3A, Supplementary Fig. S3A). The leak state is associated with uncoupled or dyscoupled respiration when electron flow is not coupled to ATP production but is still used to pump protons to compensate for the proton leak [42]. The proton leak is associated with an uncoupled or dyscoupled respiration and reflected how the electron flow is coupled to ATP synthesis. An enhanced LEAK respiration might reflect higher intrinsic uncoupling or, under pathological/ toxicological conditions, a dyscoupling, which is associated with a mitochondrial dysfunction [39, 41]. In analyses of the *FCR* we detected a significant increase of the *L/E* ratio in *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells (Fig. 3B) which, together with the increase in the O_2_ flows in LEAK respiration (Supplementary Fig. S3A) are indicative for a mitochondrial dyscoupling. These results are supported by the analysis of the coupling efficiency (Fig. 3C) which displayed a significant decrease in the *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells when compared to *Cdk6*^*+/+*^ cells. In all the comparisons the *Cdk6*^*KM/KM*^ mutant exhibited the strongest effect.

**Fig. 3:**
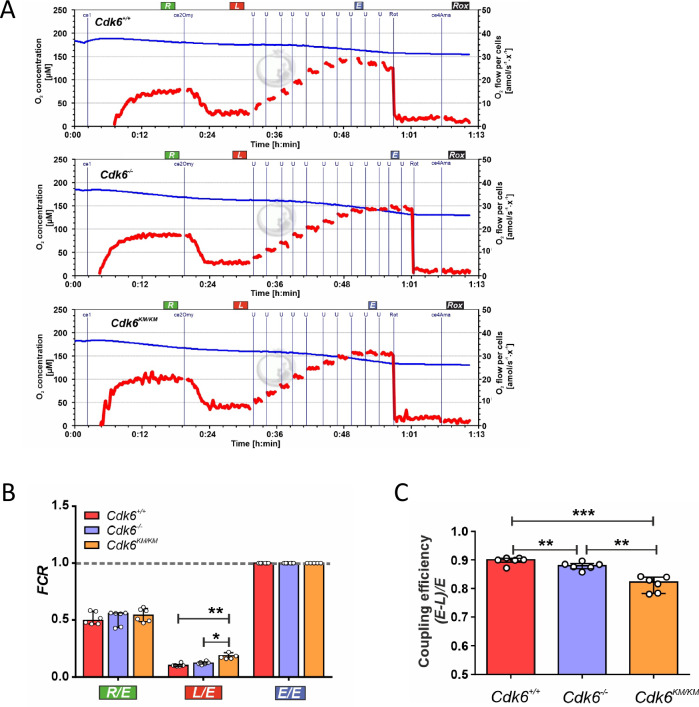
*Cdk6*^*KM/KM*^ cells show mitochondrial dysfunction due to dyscoupled respiration. **A** Representative O2k traces showing O_2_ concentration (left axis) and O_2_ flow per cells (right axis) from BCR::ABL1 transformed living cells analyzed using high-resolution respirometry. **B** Evaluation of the flux control ratio *FCR* corrected by *Rox* (residual oxygen consumption). **C** Evaluation of the biochemical coupling efficiency *(E-L)/E*. Coupling states: ROUTINE (*R*), LEAK respiration (*L*) and ET capacity (*E*). Values are represented as median ±IQR (50% range). *n* = 6; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

Our results unveiled that cells expressing kinase inactive CDK6 display mitochondrial failures which are compensated by an increase of cell respiration.

### Cells with kinase inactive CDK6 show altered mitochondria morphology

One way to examine mitochondrial function is by performing mitotracker experiments. The mitotracker dye passively diffuses across the plasma membrane and accumulates in active mitochondria. The accumulation depends on the membrane potential and is used as an indicator of mitochondrial mass. Reduced mitotracker signals were detected in *Cdk6*^*−/−*^ cells and a significant reduction was observed in *Cdk6*^*KM/KM*^ cells (Fig. 4A). To analyze a possible correlation of proliferation and OXPHOS regulation, we examined the proliferation rate and mitotracker levels of BCR::ABL1+ cell lines with and without CDK4 deletion generated by the CRISPR-Cas9 system. Cells with the CDK4 deletion showed a significantly reduced proliferation rate compared to its controls, however mitotracker signal did not change (Supplementary Fig. S4A, B). Deleting CDK6’s close homolog CDK4 demonstrated that the observed dysregulation in OXPHOS is specific to CDK6, and that it is not merely a consequence of reduced proliferation.

**Fig. 4:**
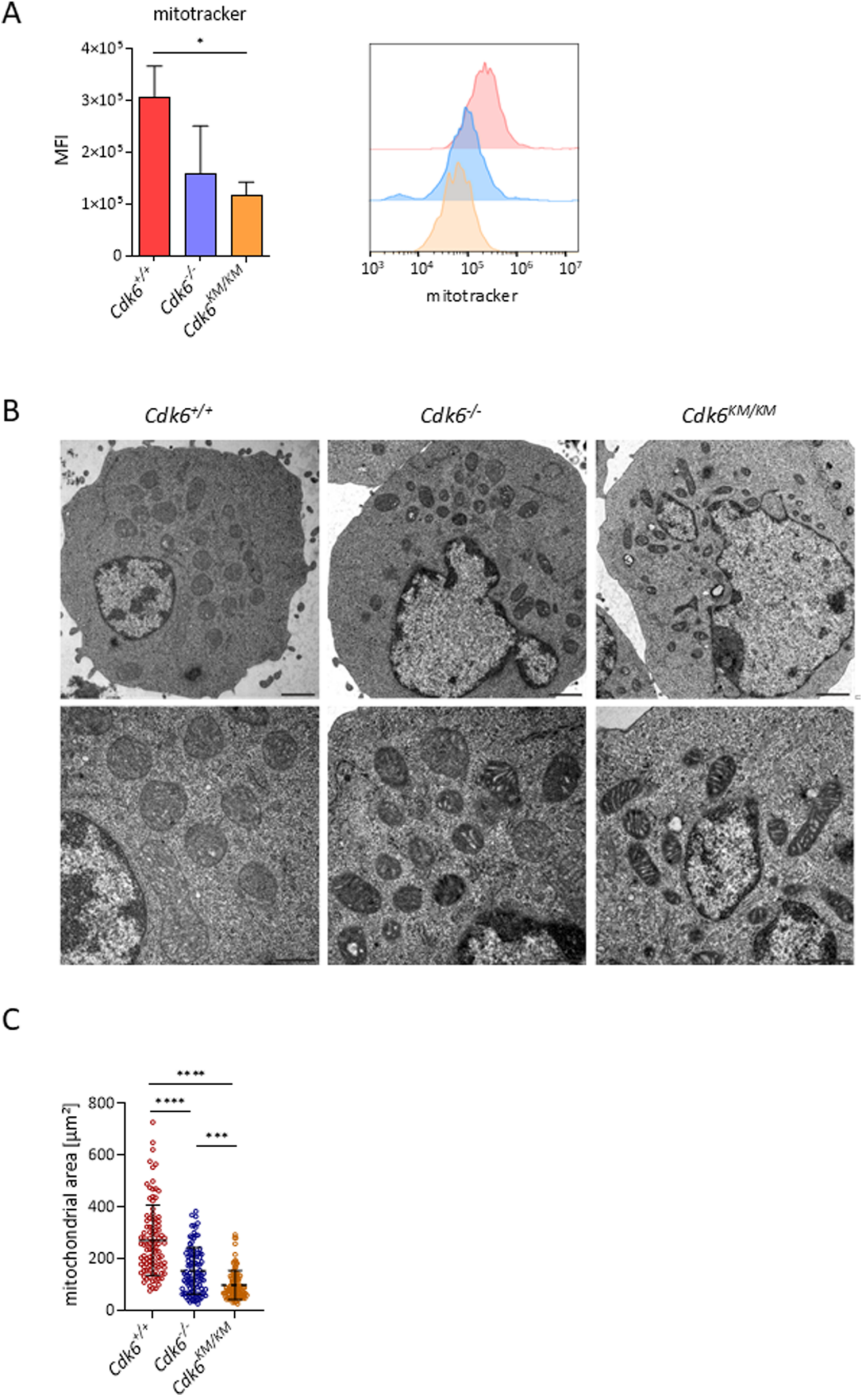
*Cdk6*^*KM/KM*^ cells have smaller and condensed mitochondria. **A** Mean fluorescence intensity (MFI) of mitotracker stainings of BCR::ABL1+ cell lines depicted as bar graph (left) and histogram overlay (right); *n* = 3 per genotype. Data are depicted as mean ± SD; *p ≤ 0.05. **B** Representative transmission electron microscope pictures of ultra-thin cuts of BCR::ABL1+ cell lines (scale bar 1000 nm (upper panel) and 500 nm (lower panel)). **C** Quantification of the mitochondrial area of transmission electron microscopy pictures of ultra-thin cuts (*n* = 100 mitochondria per genotype). Data are depicted as mean ± SD; ***p ≤ 0.001; ****p ≤ 0.0001.

Transmission electron microscopy showed morphologically changed, condensed mitochondria with significantly smaller sizes in *Cdk6*^*KM/KM*^ and mitochondria of mixed phenotypes (normal and condensed) and sizes in *Cdk6*^*−/−*^ cells (Fig. 4B, C). Interestingly, in solid cancers short-term CDK4/6 inhibition enhanced mitochondrial mass and mitochondrial numbers [4, 6]. Our data in leukemia suggest that long-term inhibition of CDK6 alone might reverse this phenotype, highlighting the need for further studies on long-term CDK6 inhibition in solid cancers.

### Cells with kinase inactive CDK6 have an increased need for aerobic glycolysis

Mitochondrial dysfunctions are frequently associated with changes in intracellular ATP levels. In contrast to our expectation, ATP levels were significantly increased in *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells (Fig. 5A). This finding prompted further investigations by separating mitochondria from the cytoplasm to analyze ATP levels in both compartments. The cytoplasm/mitochondria ratio of ATP showed significantly higher ATP levels in the cytoplasm of *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ cells compared to *Cdk6*^*+/+*^ cells (Fig. 5B). Mitochondria and cytoplasmic ATP levels normalized to the total protein content of their respective fraction showed that mutant cells have less mitochondrial and increased cytoplasmic levels of ATP. These data support the hypothesis of a metabolic switch when CDK6 is inhibited (Fig. S5A).

**Fig. 5:**
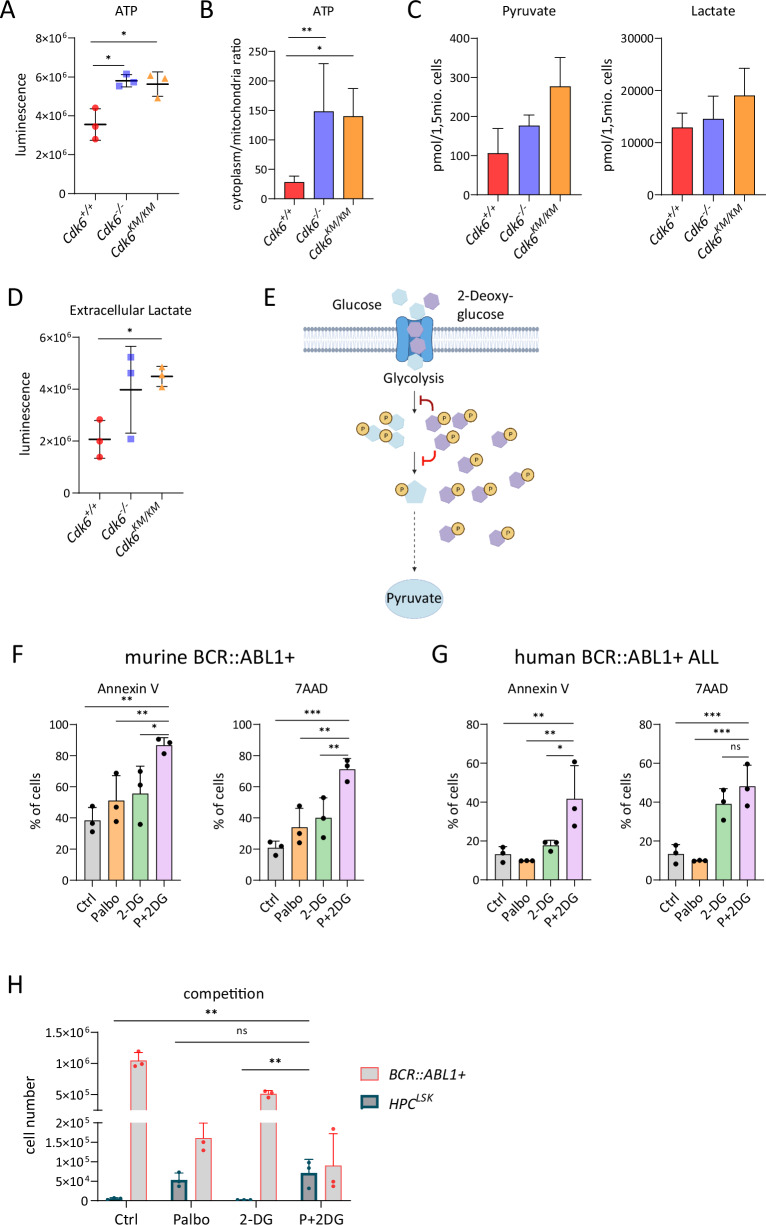
*Cdk6*^*KM/KM*^ cells have an increased need for aerobic glycolysis. **A** ATP levels determined by CellTiter-Glo® Luminescent Cell Viability Assay; *n* = 3 cell lines per genotype. Data are depicted as mean ± SD; *p ≤ 0.05. **B** Cytoplasm/mitochondria ratio of ATP levels as determined by CellTiter-Glo® Luminescent Cell Viability Assay after separation of mitochondria and cytoplasmatic fractions; *n* = 3 cell lines per genotype in duplicates. Data are depicted as mean ± SD; **p ≤ 0.01. **C** Pyruvate (left) and lactate (right) levels as determined by high-throughput metabolite analysis in BCR::ABL1+ cell lines; *n* = 3 cell lines per genotype. Data are depicted as mean ± SD; *p > 0.05. **D** Extracellular lactate levels measured with Lactate-Glo™ Assay; *n* = 3 cell lines per genotype; Data are depicted as mean ± SD; *p ≤ 0.05. **E** Scheme of the inhibitory mechanism of 2-DG. 2-DG and glucose get competitively transported into the cell where they get both phosphorylated in the first step of glycolysis. However, 2-DG-6-P cannot be further metabolized, accumulates within the cell and inhibits both up- and downstream enzymes of glycolysis. **F** AnnexinV/7AAD stainings of BCR::ABL1+ cells on day 13 of a proliferation experiment (see Supplementary Fig. S5E); *n* = 3 cell lines per genotype. Data are depicted as mean ± SD; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. **G** AnnexinV/7AAD stainings of human BCR::ABL1+ SUPB15 cells on day 14 of proliferation experiment (see Supplementary Fig. S5H); *n* = 3 replicates. Data are depicted as mean ± SD; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. **H** Number of living HPC^LSK^ cells compared to murine BCR::ABL1+ cells in a co-culture setting with the indicated treatment at day 10; *n* = 3 replicates. Data are depicted as mean ± SD. HPC^LSK^ fraction relative to BCR::ABL1+ was compared between treatment conditions; **p ≤ 0.01, ns not significant.

The concept of cancer cells switching their metabolism to increased aerobic glycolysis instead of relying on OXPHOS for ATP generation is widely acknowledged as the ‘Warburg effect’ [2] (Supplementary Fig. S5B). The reduced functionality of *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ mitochondria and the high levels of cytoplasmic ATP led us to conclude that CDK6 inhibition enforces and enhances the metabolic switch towards the Warburg effect. In line with our concept, we detected elevated levels of pyruvic acid and lactic acid in *Cdk6*^*KM/KM*^ cells and to a lesser extent in *Cdk6*^*−/−*^ cells, using high-throughput metabolite analysis but the differences did not reach statistical significance (Fig. 5C). These observations were confirmed by measuring extracellular lactate levels, which were also significantly elevated in *Cdk6*^*KM/KM*^ cells (Fig. 5D). Even though not significant, a trend mimicking the increased lactate production of CDK6 mutant cells could be seen upon treatment of *Cdk6*^*+/+*^ cells with the CDK4/6 kinase inhibitor palbociclib (Supplementary Fig. S5C).

A recent publication indicated an inverse correlation between *CDK6* and the prominent glucose transporter GLUT3*/SLC2A3* expression levels in acute lymphoid leukemia patient samples [27]. In validation, *Slc2a3* was higher expressed in cells harboring the kinase inactive CDK6 variant (Supplementary Fig. S5D). *Cdk6*^*−/−*^ cells showed a weaker effect.

To investigate if the CDK6-dependent metabolic/glycolytic regulation may be therapeutically exploited we tested combinatorial treatments with palbociclib and the glucose analog 2-DG. 2-DG blocks glycolysis and ATP generation (Fig. 5E) and is currently in clinical trials as combinatory agent for solid cancers [43]. Murine BCR::ABL1+ *Cdk6*^*+/+*^ cells were treated with palbociclib or 2-DG alone or in combination and cell numbers were assessed over time (Supplementary Fig. S5E). Cells treated with the combination of palbociclib and 2-DG showed a reduced growth rate compared to single agent treated or untreated control cells.

Differences became prominent after one week, which supports the concept that long-term inhibition of CDK6 is required to unmask the metabolic vulnerability to glycolysis inhibition. Analysis at day 13 uncovered a significantly higher G1 arrest of the cell cycle upon double treatment (Supplementary Fig. S5F) and higher numbers of Annexin V and 7AAD positive cells indicative for early apoptotic and dead cells, respectively (Fig. 5F, Supplementary Fig. S5G). To test the relevance of our finding in human cellular systems, we repeated the combinatorial treatment with palbociclib and 2-DG in the BCR::ABL1+ ALL cell line SUPB15. These experiments confirmed the reduced proliferation rate (Supplementary Fig. S5H) and enhanced apoptosis upon combinatorial treatment (Fig. 5G, Supplementary Fig. S5I).

To test the impact of the drug treatments on untransformed cells, we took advantage of the murine hematopoietic progenitor cell line (HPC^LSK^) in a co-culture system with the murine BCR::ABL1+ cells to create a bone marrow niche-like model [44] (Supplementary Fig. S5J). In this competitive setting, HPC^LSK^ cells have the highest living cell number and best outgrowth with the combinatorial treatment compared to the control and single treatments (Fig. 5H, Supplementary Fig. S5K). These experiments confirmed that BCR::ABL1+ cells had reduced growth rate and survival following the combinatorial treatment, highlighting a higher toxicity for transformed than untransformed cells.

### Combined inhibition of CDK6 and glycolysis increases apoptosis in CML

The *BCR::ABL1* fusion oncogene is not only common in ALL but represents a hallmark feature in chronic myeloid leukemia (CML). To evaluate the role of CDK6 in this disease context, we analyzed RNA-Seq data of a previously published CML patient cohort, including CML patients in chronic phase (CP-CML), accelerated phase (AP-CML) and blast crisis (BC-CML) as well as in controls [45]. Strikingly, CDK6 expression correlated with disease progression (Fig. 6A). To test the efficacy of the combined palbociclib and 2-DG treatment in CML, we used the human BCR::ABL1+ cell lines K562 and AR230. In line with the ALL cell lines, the CML cells showed a reduced proliferation rate (Supplementary Fig S6A and S6B) and enhanced apoptosis upon combinatorial treatment (Fig. 6B, C, Supplementary Fig. S6C, D).

**Fig. 6:**
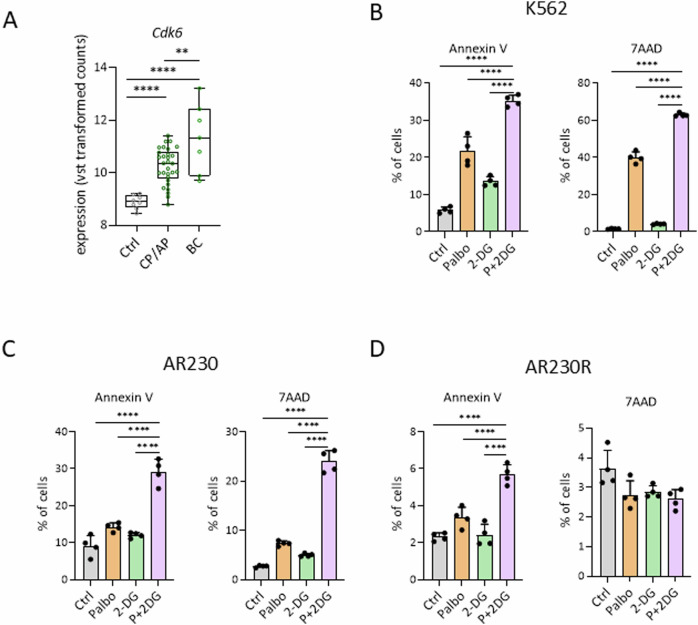
Combined inhibition of CDK6 and glycolysis increases apoptosis in CML. **A** *Cdk6* expression (variance of standard transformed expression values) in patient samples with different stages of CML and healthy control samples. Control (Ctrl) *n* = 8, chronic/accelerated phase (CP/AP) *n* = 30, blast crisis (BC) *n* = 7. **p ≤ 0.01, ****p ≤ 0.0001. AnnexinV/7AAD stainings of human K562 (**B**) and AR230 (**C**) CML cells on day 13 and AR230R (**D**) on day 11 of proliferation experiments (see Supplementary Fig. S6A, B, E); *n* = 4 replicates. Data are depicted as mean ± SD; ****p ≤ 0.0001.

This also held true for imatinib resistant AR230 cell lines [46]. As acquired resistance to imatinib and related compounds frequently provokes relapse in patients the increased apoptosis and reduced proliferation upon combinatorial treatment is of high clinical relevance (Fig. 6D, Supplementary Fig. S6E, F).

In summary, our data in B-ALL cells reveal a reduced mitochondrial function, enhanced levels of glycolysis paralleled by higher expression of glucose importers in CDK6 deficient and CDK6 kinase inactive cells. These findings are indicative for a CDK6 kinase-dependent switch in metabolic dependencies which we proved to be relevant for apoptosis induction and which might even be expanded to the context of CML.

## Discussion

Targeting CDK6 in cancer represents an attractive therapeutic option as CDK6 activity is frequently enhanced in disease and CDK4/6 kinase inhibitors are available for clinical use. Inhibiting CDK6 kinase function alone is not sufficient and requires combinatorial treatments. We here describe a novel option for combination and show that CDK6 balances metabolism and that its kinase inhibition leads to a switch to glycolysis in lymphoid leukemia.

Our results identified the OXPHOS gene set as one of the top down-regulated pathways in BCR::ABL1+ cells lacking CDK6 kinase activity. Lower expression of ETC components, at least partially, impacts on the function of mitochondria as shown in HRR experiments. Leukemic cells show a more condensed mitochondrial phenotype upon CDK6 kinase inhibition, which contrasts previous studies in solid cancer. Short-term CDK4/6 kinase inhibition enhanced mitochondrial mass and mitochondrial numbers in those cases [4, 6]. We speculate that the observed mitochondrial defects in BCR::ABL1+ cells are long-term results which are not mimicked by short-term CDK6 kinase inhibition. We hypothesize that CDK2 activity is upregulated upon persistent CDK6 kinase inhibition, to allow proliferation as frequently observed in palbociclib resistant patients [47]. This potential interplay of the two kinases may provoke the downregulation of OXPHOS genes as they both interfere with transcription of mitochondrial genes. We detected enhanced chromatin binding of CDK6 to target sites of the transcriptional regulator of mitochondrial genes, NRF-1. A previous study showed that phosphorylation of S136 within the DNA binding domain of NRF-1 releases NRF-1 from the DNA and thereby reduces the expression of target genes. The critical phosphorylation site was identified as a target of CDK2 [48].

While it seems that mitochondrial activity is influenced by long-term CDK6 inhibition, enhanced glycolysis is already observed upon short-term palbociclib treatment [4–6]. We found pyruvic acid and lactic acid enriched in *Cdk6*^*−/−*^ and *Cdk6*^*KM/KM*^ in line with studies in solid cancers [4–6]. In T-ALL, it was shown that CDK6 in complex with cyclin D3 inhibits glycolysis by directly phosphorylating its key enzymes which is in line with the enhanced glycolytic rate observed in *Cdk6*^*KM/KM*^ cells in this study [7].

CDK6 itself lacks a DNA binding motif and requires co-factors to bind DNA such as NRF-1. We failed to detect any interaction between the transcription factor NRF-1 and CDK6 despite binding the same promoter regions of NRF-1 target genes. We thus propose a model of competing function between these two factors.

This model implies that CDK6 interacts with other transcription regulators to balance mitochondrial functionality. One known co-factor of CDK6-mediated gene expression is STAT3. A STAT3-CDK6 complex induces the expression of the CDK6 inhibitor *p16*^*INK4a*^ [8]. STAT3 has also been reported to impact mitochondrial transcription as well as respiration [49, 50]. Even though its localization in the mitochondria and direct binding to mitochondrial DNA is debated [51], it could influence mitochondrial function via CDK6-mediated transcriptional programs. However, if CDK6 and STAT3 cooperate to regulate oxidative respiration remains to be determined in more detail.

Resistance development is one of the major limitations of targeted therapy. In patients treated with imatinib or other TKIs, secondary mutations in *BCR::ABL1* conferring resistance can be found [21]. Especially mutations interfering with the compound configuration of TKIs, like BCR::ABL1 T315 are difficult to target. However, CML clones expressing BCR::ABL1 T315 show decreased proliferation upon palbociclib treatment underlining the role of CDK6 in this disease context and suggesting that suppression of CDK4/CDK6 may be a promising concept to overcome BCR::ABL1 T315I-associated TKI resistance [52].

Finally, we suggest a therapeutic strategy of combinatorial treatment with CDK4/6 kinase inhibitors and glycolysis inhibitors, like 2-DG. Our data suggest that BCR::ABL1+ ALL and CML cells respond to this treatment strategy with increased apoptosis and reduced proliferation. This therapeutic regimen might also bring an advantage for imatinib resistant leukemias.

## Materials and methods

### Electron microscopy

Cells were pelleted and fixed in 3% glutaraldehyde. Pellets were pre-embedded in HistoGel (Epredia), postfixed for 2 h in 1% osmium tetroxide (Electron Microscopy Sciences, Hatfield, PA, USA) followed by dehydration and embedded in epoxy resin (Serva, Mannheim, Germany). Ultra-thin sections (70 nm) were cut and mounted on copper grids and contrasted with uranyl acetate (Fluka Chemie GmbH, Buchs, Switzerland) and lead citrate (Merck, Darmstadt, Germany). For imaging, a transmission electron microscope EM 900 (Zeiss) equipped with a slow-scan CCD 2 K wide-angle dual speed camera (TRS, Moorenweis, Germany) and Image Sys Pro software (TRS) were used. Mitochondrial area of 100 mitochondria per genotype was measured on representative electron micrographs using the ImageJ software (Fiji). Ordinary one-way ANOVA test with multiple comparisons was performed to evaluate statistical significance between *Cdk6*^+/+^, *Cdk6*^−/−^ and *Cdk6*^*KM/KM*^.

### Proliferation curves

Cells were seeded and proliferation was monitored either in an untreated state or cells were treated with either one agent or a combination of both with the following concentrations every 48 h. BCR::ABL1+ transformed murine cell lines: 500 nM palbociclib, 250 µM 2-DG; SUPB15: 250 nM palbociclib, 100 µM 2-DG; K562, AR230: 750 nM palbociclib, 1 mM 2-DG; AR230R: 750 nM palbociclib, 100 µM 2-DG. Cells were split every 3-4 days according to their density. Cell numbers were determined in regular intervals with the CytoFLEX S (Beckman Coulter, Fullerton, CA, USA). Data were analyzed using CytExpert and Graphpad Prism. Paired, two-tailed t-test was performed to evaluate statistical significance between *Cdk4*^*+/+*^ and *Cdk4*^*−/−*^.

### Flow cytometry

Cell cycle was analyzed via propidium iodide staining. Apoptosis was measured using the eBioscience Annexin V Apoptosis Detection Kit eFluor 450, 7-AAD (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. For flow cytometry, CytoFLEX S (Beckman Coulter) was used. Data were analyzed using the CytExpert software and Graphpad Prism. Statistical significance was determined using linear models in R, where we modeled % positive cells as a function of treatment.

### ChIP sequencing and data analysis

In BCR::ABL1+ *Cdk6*^*−/−*^ cell lines, an HA-tagged version of Cdk6 or Cdk6K43M was overexpressed. CDK6 chromatin immunoprecipitation (ChIP) was performed using an antibody against HA (ab9110, abcam, Cambridge, UK) as described previously [12]. Intracellular proteins were crosslinked with DSG (20 min, room temperature) and protein-DNA interactions were fixed with 1% formaldehyde (10 min, room temperature). Termination of the crosslinking procedure was performed using glycine. For immunoprecipitation, 70 μl Dynabeads Protein G magnetic beads (Invitrogen) were used. A sequencing library of immunoprecipitated DNA was generated and sequencing was performed using the Illumina HiSeq3000/4000 platform. ChIP-seq data reported in this article are deposited in the GEO database (accession: GSE264219). Raw sequencing reads were quality controlled using the FASTQC software (version 0.11.5). Trimmomatic (version 0.36) was used to perform adapter trimming and quality-based read filtering. Next, the filtered reads were mapped against the mm10 mouse reference genome (Gencode M13) using bwa-mem (v0.7.15) and blacklisted regions were removed with bedtools subtract (v2.26.0). Multimappers as well as reads with low mapping quality were removed using samtools (v1.3.1). Peak calling was performed with MACS2 (v2.1.0) using default parameters. The R package Diffbind (version 2.15.1) was used to define genomic regions for analysis of peak overlaps between HA-Cdk6 and HA-Cdk6K43M samples. We defined genomic regions, in which both HA-Cdk6 samples had peaks and none of the two HA-Cdk6K43M samples had peaks as uniquely bound by HA-Cdk6. Likewise, we defined genomic regions uniquely bound by HA-Cdk6K43M. Genomic regions in which at least three of the four samples had peaks were regarded as bound by both Cdk6 variants.

Other methods are described in detail in the Supplementary Materials and Methods.

## Supplementary information

supplemental material

## Data Availability

The accession numbers for the data sets reported in this paper are: GSE87420, GSE145220, GSE156966, GSE266394, GSE266393, GSE264219, GSE267912, GSE13159.

# Supplementary material for: CDK6 kinase inhibition unmasks metabolic dependencies in BCR::ABL1+ leukemia
**Source:** Cell Death Dis. 2025 Feb 18;16(1):107. doi: 10.1038/s41419-025-07434-1

## Data Supplement

### CDK6 kinase inhibition unmask metabolic dependencies in BCR::ABL1+ leukemia

Lisa Scheiblecker, Thorsten Klampfl, Eszter Doma, Sofie Nebenfuhr, Omar Torres-Quesada, Sophie Strich, Gerwin Heller, Daniela Werdenich, Waltraud Tschulenck, Markus Zojer, Florian Bellutti, Alessia Schirripa, Sabine Zöchbauer-Müller, Peter Valent, Ingrid Walter, Eduard Stefan, Veronika Sexl and Karoline Kollmann

#### Supplementary Figure Legends

##### Figure S1. *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup> cells have OXPHOS genes down regulated.

A. log<sub>2</sub> expression levels of *Cdk6* in pre-B-ALL BCR::ABL1+ patients compared to healthy bone marrow samples. ALL patients n=122, healthy bone marrow n=74. \*\*\*\* p≤0.0001. B. Results of a gene set enrichment analysis of the HALLMARK OXPHOS gene set in *Cdk6*<sup>KM/KM</sup> versus *Cdk6*<sup>+/+</sup> (left panel) and *Cdk6*<sup>-/-</sup> versus *Cdk6*<sup>+/+</sup> (right panel). C. Schematic workflow of CRISPR-Cas9 knock-out of CDK6 in stable BCR::ABL1+ cell lines followed by RNA-seq analysis. D. Normalized enrichment scores of HALLMARK gene sets together with a heatmap of the mean normalized gene expression of genes of the OXPHOS gene set in cells with and without knock-out of CDK6; n= 3 single-cell clones per genotype.

##### Figure S2. CDK6 binds to promoters of OXPHOS genes.

A. Genomic location of CDK6 ChIP-seq peaks that lie within open chromatin regions. B. Overlap between CDK6 ChIP-seq peaks that lie within open chromatin regions and NRF-1 ChIP-seq peaks. C. Western blot depicting co-immunoprecipitation of NRF-1 (upper panel) and CDK6 (lower panel) in BCR::ABL1+ cell lines. p16<sup>INK4A</sup> was used as a positive control for the CDK6 co-immunoprecipitation. IN=input, SN=supernatant, IP = immunoprecipitation.

**Figure S3. *Cdk6*<sup>KM/KM</sup> cells show mitochondrial dysfunction due to dyscoupled respiration.**

A. Evaluation of the specific oxygen fluxes corrected by the Rox residual respiration. Coupling states: ROUTINE (R), LEAK respiration (L) and ET capacity (E). Values are represented as median  $\pm$ IQR. n= 6. \*  $p \leq 0.05$ , \*\*\*  $p \leq 0.001$ .

**Figure S4. *Cdk6*<sup>KM/KM</sup> cells have smaller and condensed mitochondria.**

A. Fold change of proliferation of BCR::ABL1+ CRISPR-Cas9 CDK4 knock-out cells to wildtype cell lines after 4 and 7 days of seeding a defined cell number. n= 3 biological replicates per genotype. Data are depicted as mean  $\pm$  SD; \*  $p \leq 0.05$ . B. Mean fluorescence intensity (MFI) of mitotracker stainings of BCR::ABL1+ CRISPR-Cas9 CDK4 knock-out cell lines compared to wildtype lines. n= 3 biological replicates per genotype. Data are depicted as mean  $\pm$  SD.

**Figure S5. *Cdk6*<sup>KM/KM</sup> cells have an increased need for aerobic glycolysis.**

A. ATP levels determined by CellTiter-Glo® Luminescent Cell Viability Assay after separation of mitochondria and cytoplasmatic fractions normalized to the total protein content of the respective fraction; n= 3 cell lines per genotype. Data are depicted as mean  $\pm$  SD; \*  $p \leq 0.05$ . B. Schematic depiction of the Warburg effect where cancer cells switch their metabolism to aerobic glycolysis. They rely on the import of large amounts of glucose and mainly use glycolysis for their energy production. This leads to the accumulation of lactate as an end-product. To prevent intracellular acidification, the high amounts of lactate need to be exported out of the cell. C. Extracellular lactate levels of BCR::ABL1+ *Cdk6*<sup>+/+</sup> cells treated with palbociclib for two weeks compared to untreated control measured with Lactate-Glo™ Assay; n= 3 biological replicates per condition (rep1-3). D. qPCR analysis of Slc2a3 mRNA levels in BCR::ABL1+ *Cdk6*<sup>KM/KM</sup> and *Cdk6*<sup>-/-</sup> cells relative to *Cdk6*<sup>+/+</sup>; n=3 cell lines per genotype. Data are depicted as mean  $\pm$  SD; \*  $p \leq 0.05$ . E. Proliferation experiment of BCR::ABL1+ *Cdk6*<sup>+/+</sup> cell lines treated with the indicated agents. Cell numbers were determined over time; n= 3 cell lines

per genotype. Data are depicted as mean  $\pm$  SD. F. Percentage of BCR::ABL1+ cells in G1 phase of the cell cycle (left) or in all stages of the cell cycle (right) on day 13 of the proliferation curve from Fig. S5E determined by propidium iodide staining; n= 3 cell lines per genotype. Data are depicted as mean  $\pm$  SD; \*  $p \leq 0.05$ , \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ . G. AnnexinV/7AAD staining of BCR::ABL1+ cells on day 13 of the proliferation experiment from Fig. S5E; n= 3 cell lines per genotype. Data are depicted as mean  $\pm$  SD. H. Proliferation experiment of human BCR::ABL1+ SUPB15 cells treated with the indicated agents. Cell numbers were determined over time; n= 3 replicates. Data are depicted as mean  $\pm$  SD. I. AnnexinV/7AAD stainings of SUPB15 cells on day 14 of the proliferation experiment from Fig. S5H. J. Schematic representation of the HPC<sup>LSK</sup> and BCR::ABL1+ co-culture competition growth experiment. K. Proliferation of HPC<sup>LSK</sup> compared to cocultured murine BCR::ABL1+ cells over time treated with the indicated compounds. Depicted is the percentage of GFP- and GFP+ cells corresponding to HPC<sup>LSK</sup> (GFP-) and BCR::ABL1+ (GFP+) cells, respectively. n=3 replicates per condition per cell line. Data are depicted as mean  $\pm$  SD.

**Figure S6. Combined inhibition of CDK6 and glycolysis increases apoptosis in CML.**

A, B. Proliferation experiment of human K562 (A) and AR230 (B) CML cells treated with the indicated agents. Cell numbers were determined over time; n= 4 replicates. C, D. AnnexinV/7AAD stainings of human K562 (C) and AR230 (D) cells on day 13 of the proliferation experiment (see Fig. S6A, S6B). E. Proliferation experiment of human AR230R (imatinib resistant) cells treated with the indicated agents. Cell numbers were determined over time; n= 4 replicates. F. AnnexinV/7AAD stainings of human AR230R cells on day 11 of the proliferation experiment (see Fig. S6E).

**Supplementary Materials and Methods**

## Cell Culture

Generation of BCR::ABL1+ cell lines was performed as described previously (1). In brief, bone marrow cells were isolated from C57BL/6 mice carrying wildtype CDK6 (*Cdk6*<sup>+/+</sup>), a CDK6 mutant with inactivated kinase function (*Cdk6*<sup>KM/KM</sup>) or a CDK6 knock-out (*Cdk6*<sup>-/-</sup>). These cells were transduced with a pMSCV-BCR-ABLp185-IRES-GFP vector. Outgrowth of cell lines was monitored. For re-expression of HA-CDK6 and HA-CDK6K43M in *Cdk6*<sup>-/-</sup> cell lines, pMSCV-IRES-GFP plasmids were used. CRISPR-knockouts were generated as described previously (2). Briefly, BCR::ABL1+ *Cdk6*<sup>+/+</sup> cell lines were electroporated using the Neon Transfection System (Invitrogen, Carlsbad, CA, USA) with 1 µg pSpCas9(BB)-2A-GFP(px458)-hCDK6del, the plasmid for expression of sgRNAs against CDK6. For each transfection, 20 000 cells were resuspended in Buffer R (Invitrogen) in a reaction volume of 10 µl. Transfected cells were cultured for 24h before GFP+ cells expressing the sgRNA construct were single-cell sorted using a FACS Aria II cell sorter (BD Biosciences, San Jose, CA, USA). The CDK6 knock-outs were verified on Western Blot. The same procedure was applied to generate CDK4 CRISPR cell lines. All murine BCR::ABL1+ cell lines were maintained in RPMI medium supplemented with 10% FCS, 50 µmol/L 2- mercaptoethanol, 100 U/mL penicillin, and 100 µg/mL streptomycin. Human BCR::ABL1+ SUPB15, K562 and AR230 cell lines were maintained in RPMI medium supplemented with 10% FCS, 100 U/mL penicillin, and 100 µg/mL streptomycin. Imatinib resistant AR230R cells were a kind gift from Michael Deininger (University of Utah, USA) and were retained under the same conditions but media was supplemented with 1 µM imatinib. HPC<sup>LSK</sup> cell lines generated from C57BL/6N mice were established, cultured, and maintained as previously reported (3). Cells were cultivated at 37°C in a 5% CO<sub>2</sub> humidified incubator and routinely tested for mycoplasma contaminations.

## Analysis of patient data with BCR::ABL1+ ALL

Publicly available patient data from the Microarray Innovations in Leukemia (MILE) study (GSE13159) were analyzed. For this manuscript, we performed differential gene expression analysis using the R package Limma (version 3.54.0) with preprocessing and data normalisation using RMA and the lmFit and eBayes functions.

### **Microarray gene expression analysis**

We revisited previously published gene expression data from mouse bone marrow cells harvested 10 days after retroviral transduction with the *BCR::ABL1* oncogene. Detailed methods on the generation of these data were provided with the previous publication (1) and the dataset was deposited in the Gene Expression Omnibus (GEO) database (accession: GSE87420). In brief, bone marrow of 6 weeks old C57BL/6J mice was isolated and cells were retrovirally transduced with the *BCR::ABL1* oncogene. After 24 hours,  $5 \times 10^5$  cells/ml cells were embedded into growth factor-free methylcellulose (MethoCult™, STEMCELL Technologies, Vancouver, Canada). After 10 days, colonies were picked for RNA extraction. Total RNA was isolated from individual colonies using the RNeasy Micro Kit (Qiagen, Hilden, Germany). The quality of the RNA was evaluated using the Laboratory-Chip technique (Agilent Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA). Samples were hybridized to Agilent-074809 SurePrint G3 Mouse GE v2 8x60K microarrays. For this manuscript we performed differential gene expression analysis using the R package Limma (version 3.54.0) with background correction method “normexp”, normalisation method “loess” and the lmFit and eBayes function with default parameters to receive lists of differentially expressed genes comparing *Cdk6*<sup>KM/KM</sup> and *Cdk6*<sup>+/+</sup> as well as *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>+/+</sup> colonies.

### **RNA sequencing of BCR::ABL1+ *Cdk6*<sup>+/+</sup> and *Cdk6*<sup>-/-</sup> cell lines generated using CRISPR**

Samples from BCR::ABL1+ *Cdk6*<sup>+/+</sup> cells expressing sgRNAs against CDK6 were processed

for sequencing using the TruSeq RNA Sample Preparation Kit (Illumina Inc., San Diego, CA, USA) as described previously (2). The RNA-seq data reported in this article has been deposited in the GEO database (accession: GSE145220).

### **RNA sequencing and data analysis of BCR::ABL1+ *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>KM/KM</sup> and *Cdk6*<sup>-/-</sup> cell lines generated from mouse bone marrow**

Preparation of samples from *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup> BCR::ABL1+ cell lines was performed as described previously (1). Libraries for RNA sequencing were generated using the TruSeq RNA Sample Preparation Kit (Illumina Inc.) and were sequenced on an Illumina HiSeq2000 instrument. Reads coming from the same sample sequenced on multiple lanes were merged into a single fastq file. After quality control and adaptor trimming using FASTQC (version 0.11.5) and trimmomatic (version 0.36) reads were aligned against the mm10 mouse reference genome (Gencode version M13) using STAR (version 2.7.6a). Alignments were quality controlled using Qualimap (version 2.2.1). 

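The annotation holds nuclear copies of several mitochondrially encoded genes that were measured in the 3 *Cdk6* KM/KM lines. A nuclear copy of part of the mitochondrial genome lies on chromosome 1 of mm10, where the annotation lists 7 unprocessed pseudogenes between 24611535 and 24616197. *mt-Co2*, *mt-Co3*, *mt-Atp6*, *mt-Nd4l* and *mt-Nd3* had from 98.0% to 100% of their 50-base stretches in other annotated genes, and their copies on chromosome 1 had at most 8 counts in a line. *mt-Nd1* and *mt-Cytb*, with 0% of stretches in other annotated genes, had from 44142 to 62828 counts in a line. *mt-Nd6*, also with 0%, had fewer, from 548 to 1562 counts in a line. The share was 51.1% for *mt-Co1* and 62.2% for *mt-Nd4*, which had from 13005 to 57246 counts in a line. *mt-Atp8*, without counts in any line, had none of its stretches in other annotated genes. *Gapdh* had 90.4% of the stretches of its main transcript in other annotated genes, 25.1% over all of its transcripts, and a mean of 13.4 CPM. The lines had counts on 17319, 17124 and 17866 genes.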

Reads overlapping exons of the mouse Gencode version M13 gene model were then counted using the FeatureCounts function from the Subread package and a count table was generated containing counts per gene and sample. Next, the R package DESeq2 (version 1.30.0) was used to perform differential gene expression analysis between *Cdk6*<sup>KM/KM</sup> and *Cdk6*<sup>+/+</sup> samples as well as *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>+/+</sup> samples. For each comparison, genes with less than 10 counts across all samples were excluded, then the analysis was performed using the “DESeq” function with default parameters and the *Cdk6*<sup>+/+</sup> the sample as the reference. 

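This filter excludes genes whose counts add up to less than 10 over all samples of a comparison. Over the 3 *Cdk6* KM/KM libraries alone, 36712 of the 50686 genes listed, or 72.4%, had less than 10 counts in total, and 30250 of them had 0. The excluded genes held 19395 counts, or 0.0290% of all counts. The other 13974 genes were tested for a difference between lines, and 9341 of them, or 66.8%, differed by more than counting noise. With line 3 left out, 6098 genes did. The common biological coefficient of variation of the lines, from edgeR with an intercept only, was 0.366. It was 0.267 without line 3, 0.394 without line 2 and 0.260 over genes with at least 10 counts in every line.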

The dataset was deposited in the GEO database (accession: GSE156966, GSE266394).

### **Gene Set Enrichment Analysis (GSEA)**

Results from microarray and RNA-seq analyses were subjected to GSEA. Gene ranking was performed by calculating the  $-\log_{10}(p) \cdot \text{sign}(\log_2\text{FC})$ . The gene set database

“h.all.v2023.2.Hs.symbols.gmt” as well as the corresponding dereplicated “Mouse\_Ensembl\_Gene\_ID\_Human\_Orthologs\_MSigDB.v2023.2.Hs.chip” file were used. GSEA was run with the following settings: “remap\_Only”, “classic” enrichment statistic, “meandiv” normalization and 1000 permutations. Normalized enrichment scores (NES) were plotted using ggplot in R.

### **ATAC Sequencing**

Samples were prepared as previously described (2). *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup> BCR-ABL<sup>+</sup> cells were resuspended in transposase reaction mix (12.5 µl 2 × TD buffer, 2 µl transposase (Illumina Inc.), 10.5 µl nuclease-free water and 0.01% NP-40). Tagmentation was performed for 30 min at 37 °C. DNA concentration was measured using a Qubit fluorometer (Invitrogen). Libraries were sequenced by the Biomedical Sequencing Facility at the Center for Molecular Medicine (CeMM, Vienna, Austria) using the Illumina HiSeq3000/4000 platform. ATAC-seq data are deposited in the GEO database (accession: GSE156966, GSE266393). ATAC sequencing data were analyzed using the ChIP seq data analysis pipeline described in the Materials and Methods section of the main text with slight alterations as follows: Parameters for peak calling with MACS2 were changed to --nomodel --shift -100 --extsize 200. We defined genomic regions of open chromatin associated with *Cdk6*<sup>+/+</sup> or *Cdk6*<sup>KM/KM</sup> by merging overlapping peak-regions of biological replicate samples. Peaks that were only found in one of the biological replicates were excluded.

### **Integrative analysis of ChIP seq, ATAC seq and RNA seq data**

ChIP seq-peak regions for the NRF-1 transcription factor were published by the ENCODE project and downloaded from <https://www.encodeproject.org/files/ENCFF153XGN/> (last accessed 31.10.2023). Promoters of “OXPHOS genes” were defined as follows: First, human gene symbols in the HALLMARK\_OXIDATIVE\_PHOSPHORYLATION gene set (MSigDB

v.7.2) were mapped to mouse Ensembl gene IDs using the mapping provided in the Mouse\_ENSEMBL\_Gene\_ID\_Human\_Orthologs\_MSigDB.v7.2.chip file (MSigDB v. 7.2) after removal of genes with duplicate mappings. For the resulting set of 177 mouse genes, all transcripts included in the GENCODE vM13 primary assembly gene model were extracted. Promoters were defined as the genomic regions from 2000 bp upstream to 200 bp downstream of the transcriptional start site of each of the transcripts. CDK6 ChIP seq-peak regions overlapping open chromatin regions, NRF-1 binding sites or OXPHOS gene promoters were identified using the findOverlaps function of the R package GenomicRanges (version 1.42.0).

### **Transcription factor motif analysis**

The HOMER software package (version 4.9.0) was used to investigate transcription factor motif enrichment. Genomic regions of interest were analyzed for *de novo* motif enrichment against the mouse Gencode M13 primary assembly sequence with the findMotifsGenome.pl script using default parameters.

### **RNA Isolation and RT-qPCR**

Total RNA from cell lines was isolated using the RNeasy Mini Kit (Qiagen) according to manufacturer's instructions. For reverse transcription, the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) was used. Real-time quantitative PCRs (RT-qPCR) were performed with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a CFX96 real time PCR cycler (Bio-Rad). Expression levels were normalized to Rplp0 mRNA levels. Data were analyzed with Graphpad Prism. Ordinary one-way ANOVA test with multiple comparisons was performed to evaluate statistical significance.

### **High-resolution respirometry**

High-resolution respirometry (HRR) has been performed using Oxygraph-2k-

FluoRespirometer (O2k, Oroboros Instruments, Innsbruck, Austria) devices. This system allows to measure mitochondrial respiration in living cells. Briefly, *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup> BCR::ABL1+ cells were trypsinized, suspended in 5 mL fresh medium, and counted in the CASY® Model TT cell counter (Schärfe-System, Reutlingen, Germany). After, the cells were placed in the O2k chamber in a concentration of 1x10<sup>6</sup> cells/mL. O2ks were previously air-calibrated in the day of the experiment. Machine settings were adjusted to 37°C and stirring of 750 rpm. For calibration with cell culture medium the O<sub>2</sub> solubility factor was set at 0.89 (4). O<sub>2</sub> background and zero calibrations were performed monthly to allow reliable oxygen consumption measurements (5). O<sub>2</sub> concentration [μM] and O<sub>2</sub> flux [amol • s<sup>-1</sup> • x<sup>-1</sup>] were recorded in real time with the DatLab 7.4 software (Oroboros Instruments). The protocol used for evaluation of the coupling-control states was the SUIT-003\_O2\_ce\_D009 for living cells (6). This protocol allows to analyze the coupling control states: ROUTINE (*R*), LEAK (*L*) and electron-transfer pathway capacity (*E*). Cell addition into the O2k chambers was performed by complete volume replacement of the sample. *R* respiration is the physiological coupling state controlled by ATP demand and coupling efficiency. After addition of 10 nM oligomycin (Omy) to get the *L* state. Then, the stepwise titration of the uncoupler Carbonyl cyanide m- chlorophenyl hydrazone, CCCP (U) allowed to get the *E* state. Finally, 0.5 μM rotenone (Rot) and 2.5 μM antimycin A (Ama) were added to inhibit the ET pathway and get the residual O<sub>2</sub> consumption (*Rox*). Respiratory rates were corrected for the instrumental O<sub>2</sub> background flux, dilution of the sample by titrations, and *Rox*. Data evaluation was performed using DatLab 7.4. The p-values for assessing statistical significance levels were determined using the non- parametric unpaired Mann-Whitney t-test. To account for multiple comparisons, a two-way ANOVA with Bonferroni's multiple comparison test was employed specifically for respiratory control coupling states. GraphPad Prism 6 software was utilized to conduct the statistical analyses.

## Metabolite analysis

Frozen pellets of *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup> BCR::ABL1+ cells were thawed on ice and extracted using ice-cold 80% methanol, and cleared extracts were dried under nitrogen. Samples were taken up in MS-grade water and mixed with the heavy isotope labelled internal standard mix. A 1290 Infinity II UHPLC system (Agilent Technologies) coupled with a 6470 triple quadrupole mass spectrometer (Agilent Technologies) was used for the LC-MS/MS analysis. The chromatographic separation for samples was carried out on a ZORBAX RRHD Extend-C18, 2.1 x 150 mm, 1.8  $\mu$ m analytical column (Agilent Technologies). The column was maintained at a temperature of 40°C and 4  $\mu$ L of sample was injected per run. The mobile phase A was 3% methanol (v/v), 10 mM tributylamine, 15 mM acetic acid in water and mobile phase B was 10 mM tributylamine, 15 mM acetic acid in methanol. The gradient elution with a flow rate of 0.25 mL/min was performed for a total time of 24 min. Afterwards back-flushing of the column using a 6-port/2-position divert valve was carried out for 8 min using acetonitrile, followed by 8 min of column equilibration with 100% mobile phase A. The triple quadrupole mass spectrometer was operated in negative electrospray ionization mode, spray voltage 2 kV, gas temperature 150 °C, gas flow 1.3 L/min, nebulizer 45 psi, sheath gas temperature 325 °C, sheath gas flow 12 L/min. The metabolites of interest were detected using a dynamic MRM mode. MassHunter 10.0 software (Agilent Technologies) was used for data processing. Ten-point calibration curves with internal standardization were constructed for the quantification of metabolites. One-way or two-way ANOVA with Bonferroni multiple-comparison test analysis were performed to evaluate statistical significance.

## Mitotracker

40 000 cells were stained with 20nM MitoTracker Deep Red FM (Invitrogen) and incubated 30 minutes at 37°C. Mitochondrial mass was determined on CytoFLEX S (Beckman Coulter, Fullerton, CA, USA). Data were analyzed using the CytExpert software and Graphpad Prism.

Paired, two-tailed t-test was performed to evaluate statistical significance between *Cdk4*<sup>+/+</sup> and *Cdk4*<sup>-/-</sup>. Ordinary one-way ANOVA test with multiple comparisons was performed to evaluate statistical significance between *Cdk6*<sup>+/+</sup>, *Cdk6*<sup>-/-</sup> and *Cdk6*<sup>KM/KM</sup>.

### **ATP levels**

15 000 cells were seeded two hours before measuring total ATP levels with CellTiter-Glo assay (Promega Corporation, Fitchburg, WI, USA) according to manufacturer's instructions. Mitochondrial and cytoplasmic ATP levels were measured after the separated fractions were diluted 1:100 in PBS. Luminescence was determined on EnSpire plate reader (PerkinElmer, Waltham, MA, USA). Data were analyzed with Graphpad Prism. Statistical significance was analyzed using linear regression in R with genotype as the predictor variable, an additional variable accounting for "batch" was added to the model.

### **Mitochondria Isolation**

Mitochondrial and cytoplasmatic fraction from 2x10<sup>7</sup> cells were separated using Mitochondria Isolation Kit for Cultured Cells (Thermo Scientific, Rockford, IL, USA). Isolation was performed according to manufacturer's instructions using the reagent-based method. Protein levels of the fractions were determined using the Pierce™ BCA Protein Assay (Thermo Scientific, Rockford, IL, USA).

### **Extracellular lactate levels**

Cells were either untreated or treated with 500nM palbociclib for two weeks with refreshment of the treatment every 48 hours. 10 000 cells were seeded in FCS-free media one hour before measurements. 25µl of supernatant were used to determine extracellular lactate levels with LactateGlo Assay (Promega). Equal volumes of LactateGlo Detection Reagent were added and samples were incubated for one hour before measuring luminescence on EnSpire plate reader (Perkin Elmer). Data were analyzed with Graphpad Prism. Statistical significance was

analyzed using linear regression in R with genotype as the predictor variable (Fig. 5D) or via paired t-test (Fig. S5C).

### **Competitive proliferation assay**

2000 HPC<sup>LSK</sup> and 10 BCR::ABL1-GFP+ cells (200:1 ratio) were co-cultured and single treated either with 250nM palbociclib or 125μM 2-DG or co-treated with both compounds for 10 days. Treatments were refreshed after 48 hours. Cell numbers and ratio of GFP+ and GFP- cells were determined regularly with the CytoFLEX S (Beckman Coulter, Fullerton, CA, USA). Data were analyzed using CytExpert and Graphpad Prism. To analyze statistical significance, the relative fraction of HPC<sup>LSK</sup> compared to BCR::ABL1+ was modelled as a function of treatment using a linear model in R.

### **RNA sequencing and data analysis of CML patients**

RNA-seq analyses were performed on a CML patient cohort described previously (7). In brief, total RNA was extracted from mononuclear cells using RNeasy kit (Qiagen) and processed for sequencing using the TruSeq RNA Sample Preparation Kit (Illumina Inc) as recommended by the manufacturers. Raw sequencing reads were quality processed using Trim\_galore followed by alignment to GRCh38 using STAR (8). Differential expression between groups was calculated using the DESeq2 algorithm. VST transformed expression values were used for data visualization. RNA-seq data were deposited at GEO database (accession: GSE267912).

### **Co-Immunoprecipitation**

10x10<sup>6</sup> *Cdk6*<sup>-/-</sup>, *Cdk6*<sup>KM/KM</sup> and *Cdk6*<sup>+/+</sup> or HA-Cdk6 (a-NRF-1 IP) cells per sample were lysed in ELB buffer (0.1% NP-40, 50 mM N-2-hydroxyethylpiperazine-N'-2-ethanesulfonic acid (HEPES), 250 mM NaCl, 5mM EDTA and proteinase inhibitors (cOmplete protease inhibitor

cocktail, Roche Diagnostics, Indianapolis, IN, USA)) by snap-freezing in liquid nitrogen. Lysates were thawed on ice and pre-cleared with agarose beads (Pierce Protein A/G Agarose beads; Thermo Scientific) at 4°C for 2 hours under rotation. Protein concentration was determined via Bradford assay. 300 µg protein lysates were used for co-immunoprecipitation. 8µg antibody (CDK6 PA5-27978, or NRF-1 PA5-27854, Invitrogen) were added to each sample before incubation under rotation at 4°C overnight. Then, 40 µl agarose beads per sample were pre-washed with ELB buffer and added to the samples. Samples were incubated for 2 hours at 4°C under rotation. Beads were pelleted and separated from supernatant. Supernatant was saved as control. Beads were washed in ELB buffer before elution with 4x Laemmli buffer (100 mM Tris/HCl pH 6.8, 2.5% sodium dodecyl sulfate (SDS), 10% glycerol) for 10 minutes at 95°C. Eluates were analyzed by SDS-PAGE and immunoblot.

### **Immunoblotting**

Protein lysates in Laemmli buffer were separated by SDS/PAGE and transferred onto nitrocellulose blotting membrane (Amersham™ Protran™ 0.45µm NC, GE Healthcare, Life Sciences) using the TransBlot Turbo Transfer System (Bio-Rad). Membranes were blocked in 5% milk followed by incubation with primary antibodies: anti-CDK6 (1:1000, H-96 sc-7180, Santa Cruz Biotechnology, Dallas, TX, USA) and anti-NRF-1 (1:500, G-5 sc-515360, Santa Cruz Biotechnology), anti-p16<sup>INK4a</sup> (1:1000, ab211542, abcam, Cambridge, UK). Secondary HRP-coupled antibodies (1:10000, Cell Signaling Technology, Danvers, MA, USA) were used and after addition of Clarity™ ECL Western blotting substrate (Bio-Rad), chemiluminescence was detected with ChemiDoc Touch Imaging System (Bio-Rad). Original uncropped Western Blot images can be found in the Supplementary data.

### **Supplementary References**

1. Bellutti F, Tigan A-S, Nebenfuehr S, Dolezal M, Zojer M, Grausenburger R, et al. CDK6 Antagonizes p53-Induced Responses during Tumorigenesis. *Cancer Discov.* 2018 Jul;8(7):884–97.
2. Heller G, Nebenfuehr S, Bellutti F, Ünal H, Zojer M, Scheiblecker L, et al. The Effect of CDK6 Expression on DNA Methylation and DNMT3B Regulation. *iScience.* 2020 Oct 10;23(10):101602.
3. Doma E, Mayer IM, Brandstoetter T, Maurer B, Grausenburger R, Menzl I, et al. A robust approach for the generation of functional hematopoietic progenitor cell lines to model leukemic transformation. *Blood Adv.* 2021 Jan 12;5(1):39–53.
4. Gnaiger E. Polarographic oxygen sensors, the oxygraph and high-resolution respirometry to assess mitochondrial function. *Drug-Induced Mitochondrial Dysfunction.* John Wiley Sons, Inc. 2008;327–52.
5. Gnaiger E. Mitochondrial Pathways and Respiratory Control An Introduction to OXPHOS Analysis. *Bioenerg Commun.* 2020;2.
6. Doerrier C, Garcia-Souza LF, Krumschnabel G, Wohlfarter Y, Mészáros AT, Gnaiger E. High-resolution fluorespirometry and oxphos protocols for human cells, permeabilized fibers from small biopsies of muscle, and isolated mitochondria. *Methods Mol Biol.* 2018;1782:31–70.
7. Heller G, Topakian T, Altenberger C, Cerny-Reiterer S, Herndlhofer S, Ziegler B, et al. Next-generation sequencing identifies major DNA methylation changes during progression of Ph<sup>+</sup> chronic myeloid leukemia. *Leukemia.* 2016 Sep 1;30(9):1861–8.
8. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. Sequence analysis STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15–21.

Supp. Figure 1

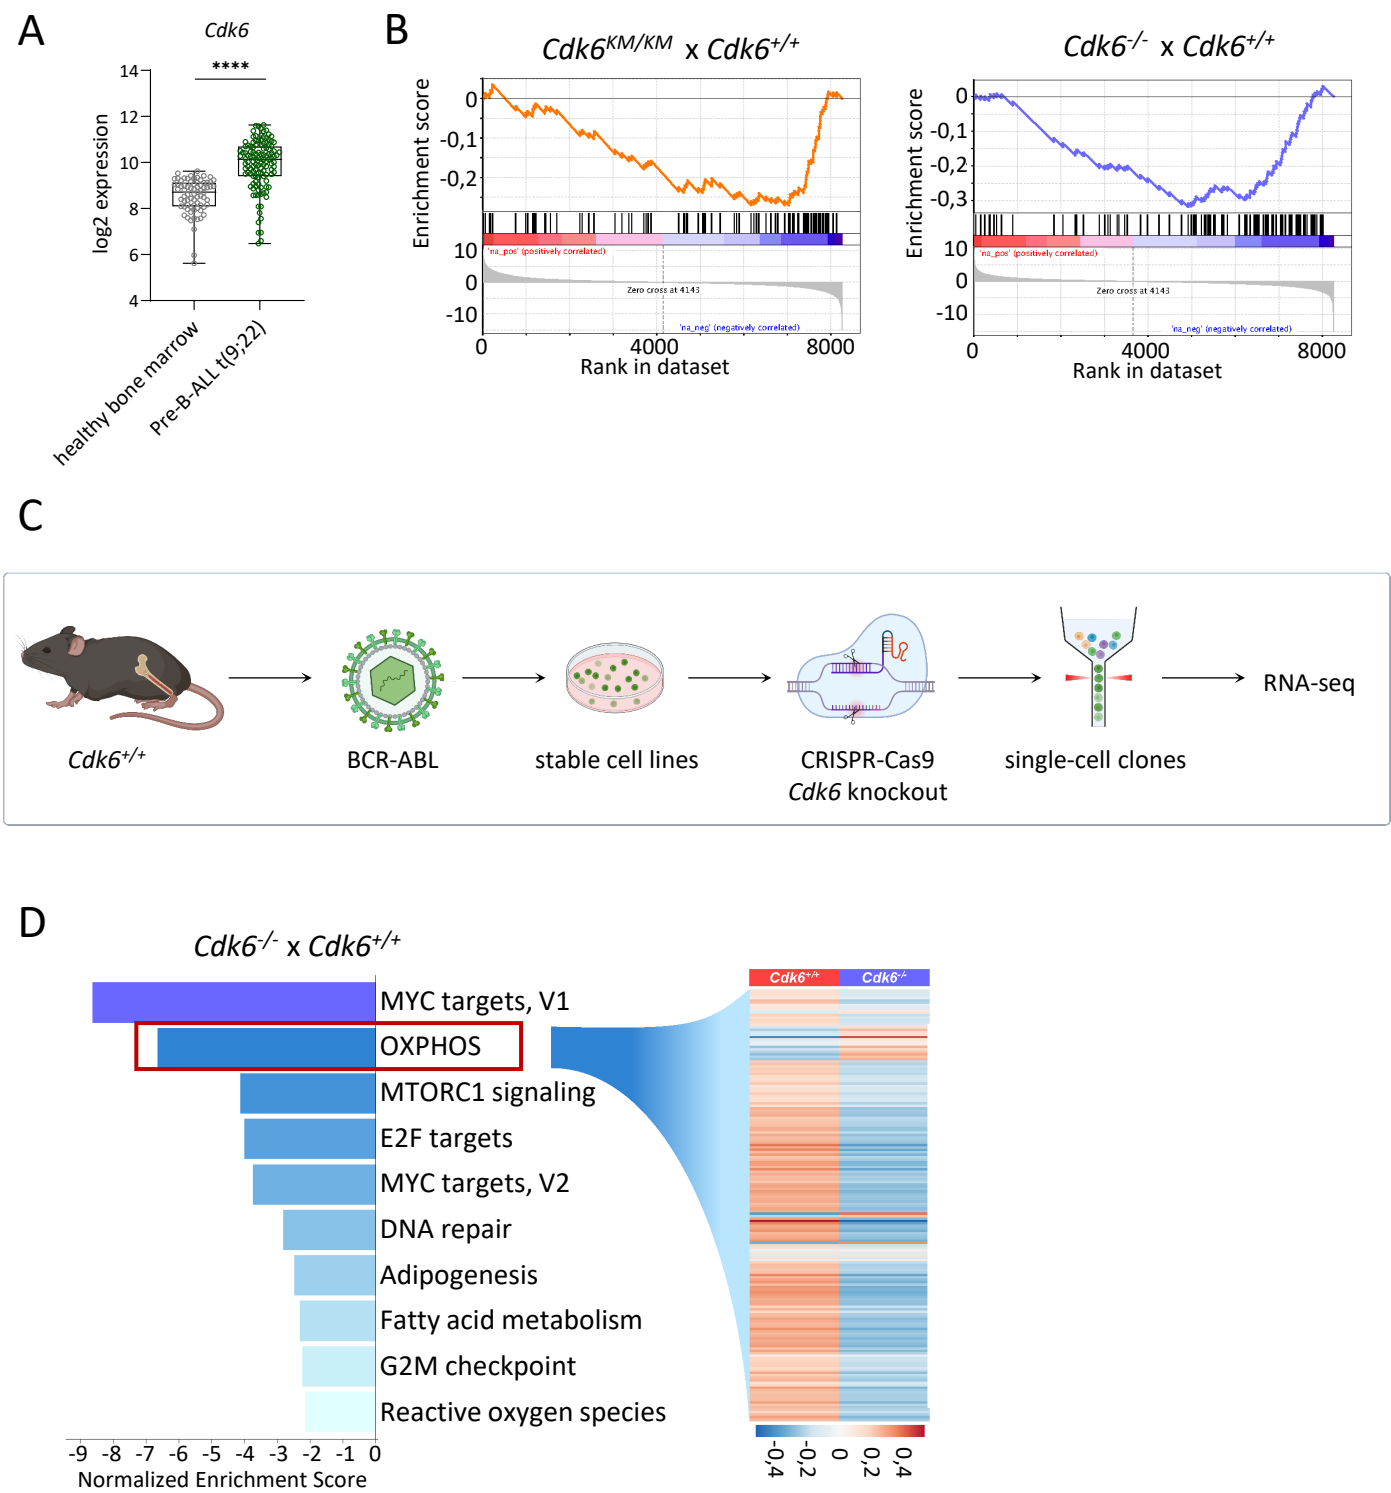

Supp. Figure 2

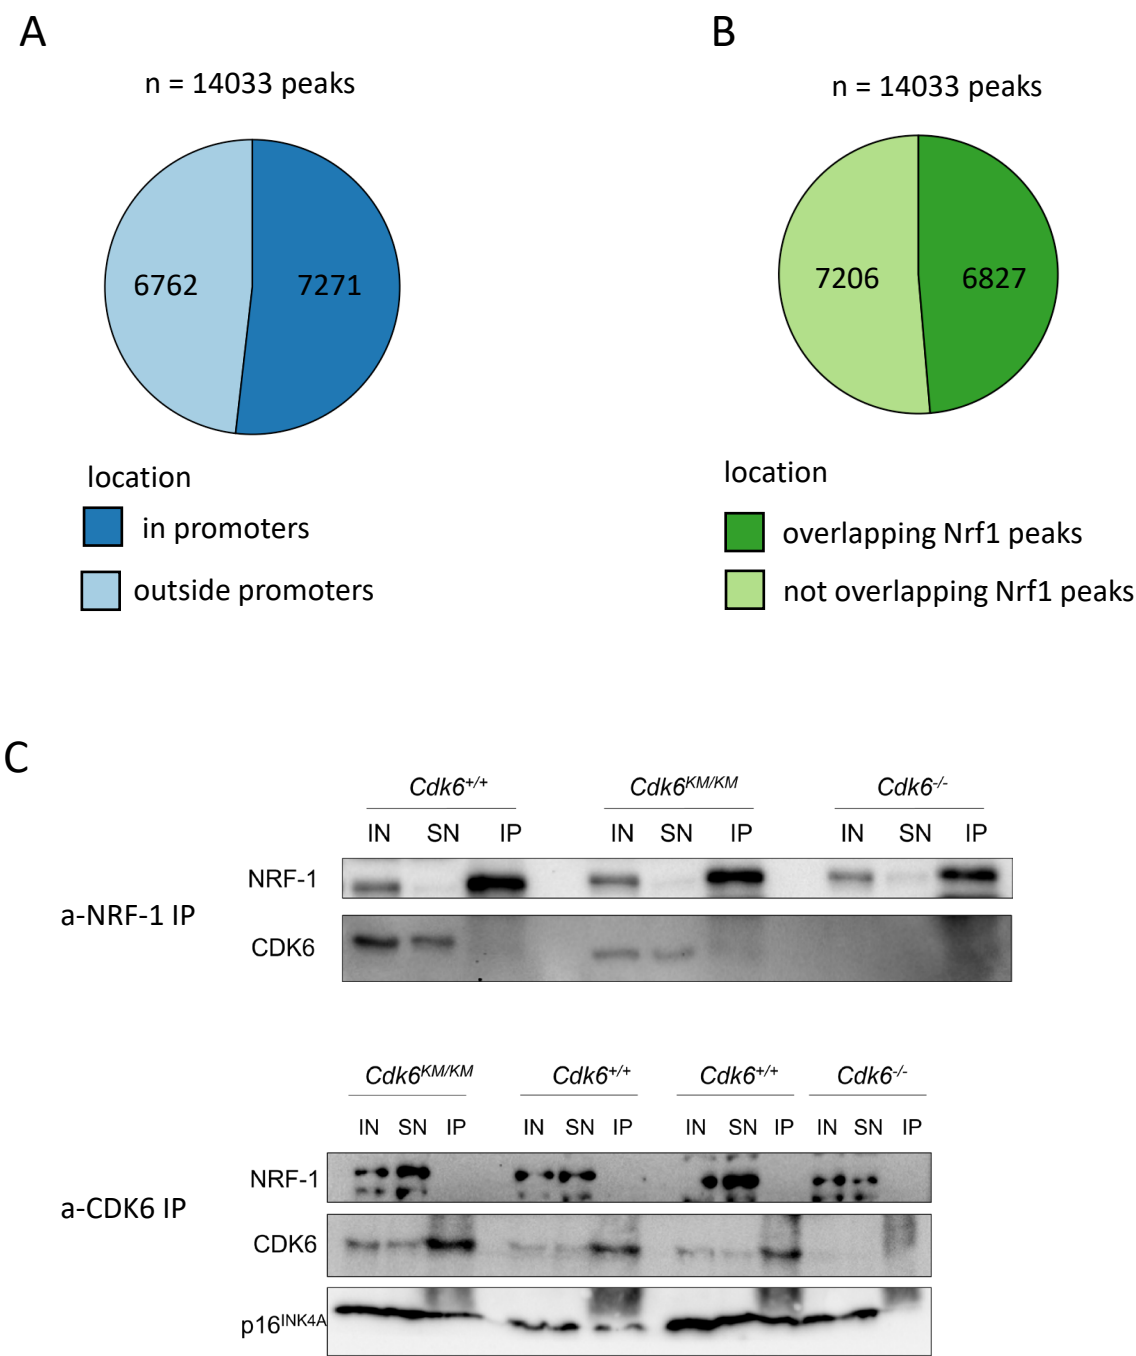

Supp. Figure 3

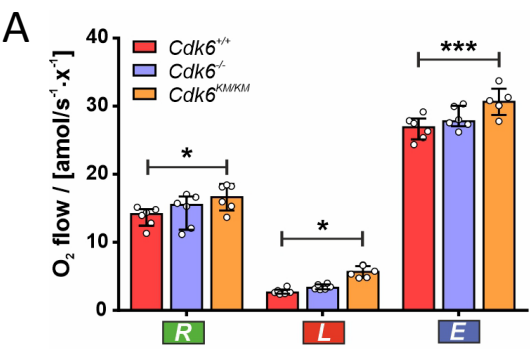

Supp. Figure 4

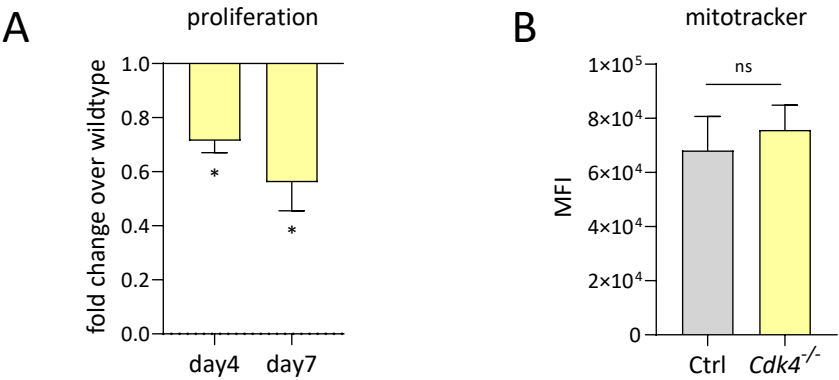

Supp. Figure 5

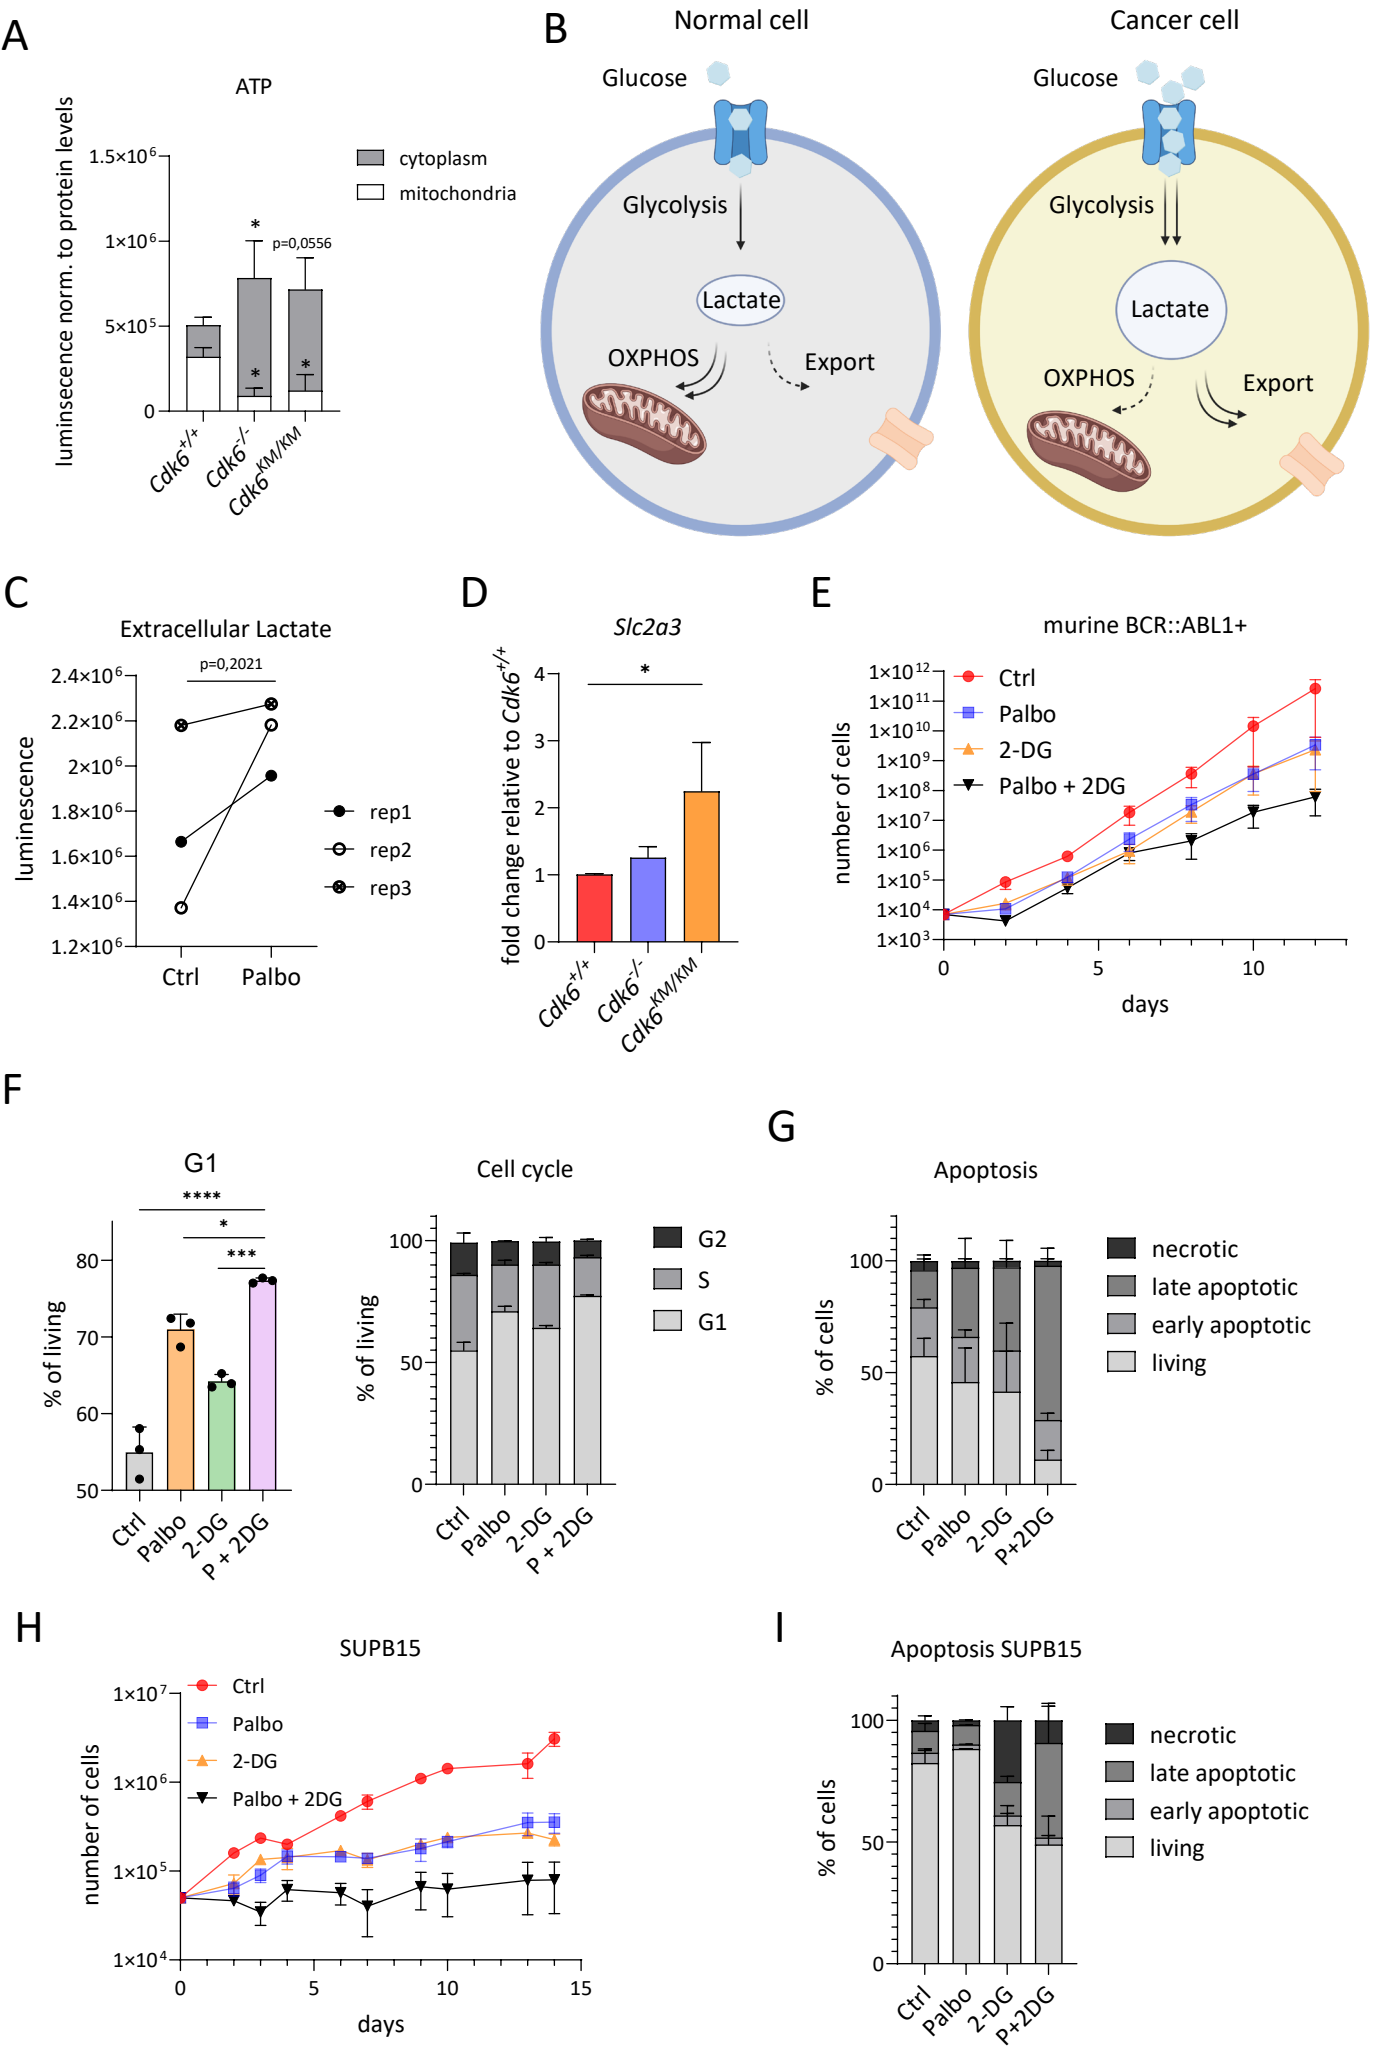

Supp. Figure 5

J

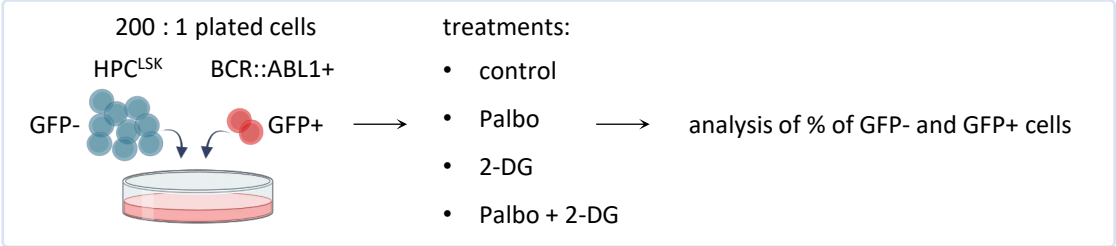

K

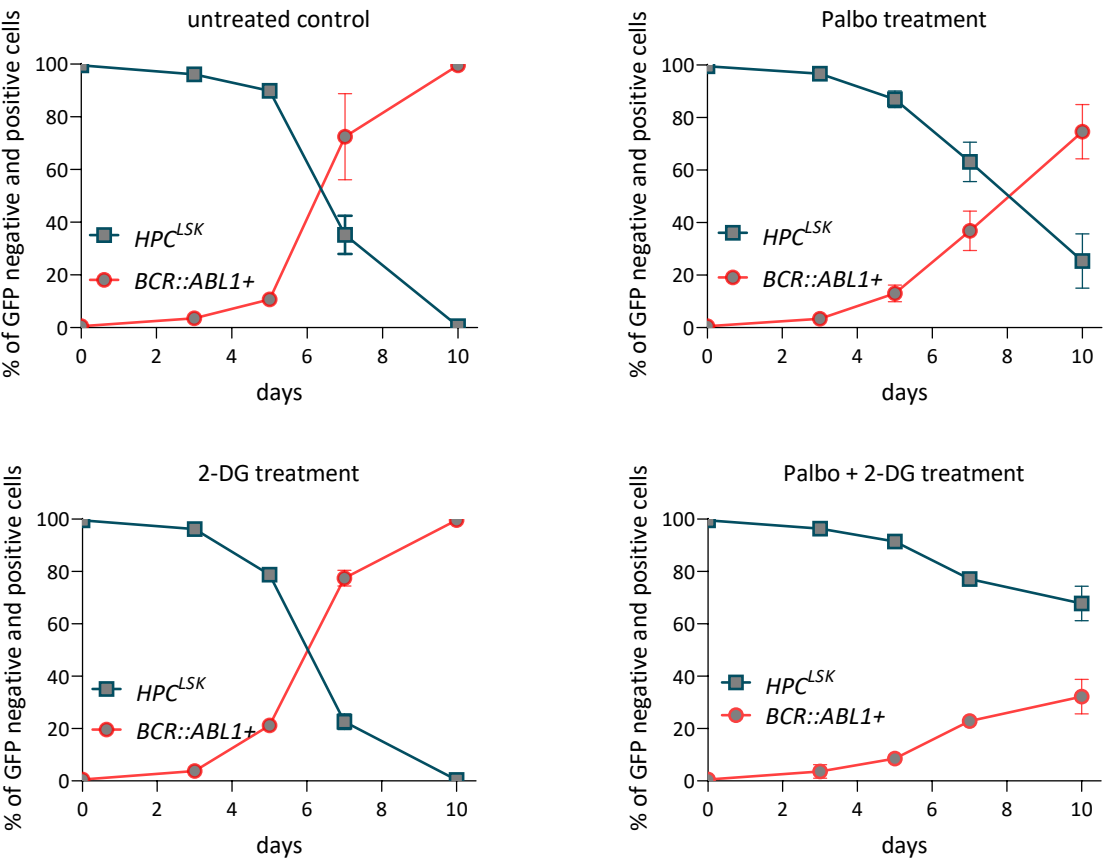

Supp. Figure 6

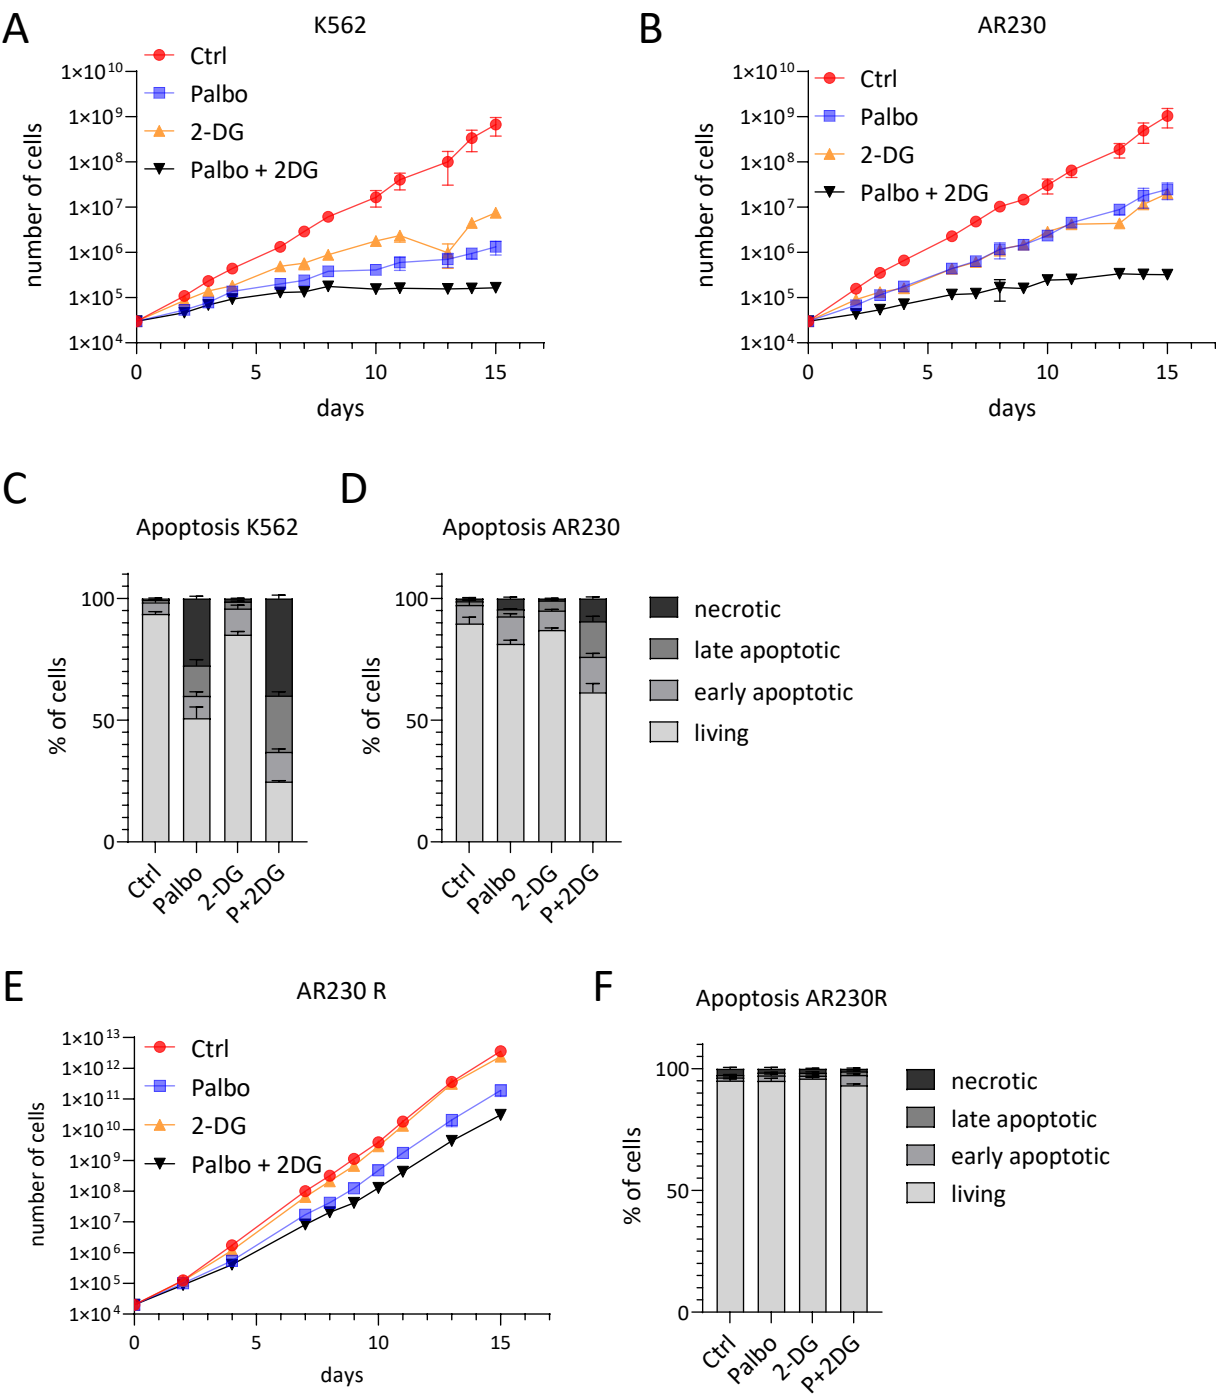

original data:

Immunoblot CDK6 corresponding to Supp Fig 2C, lower panel

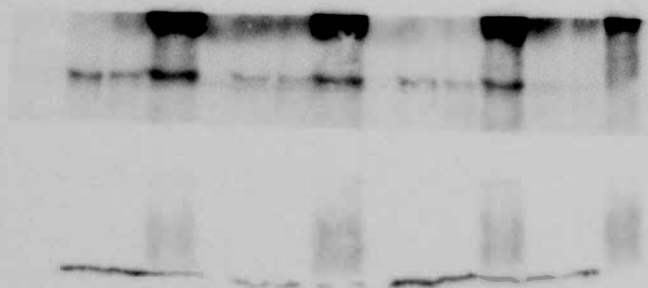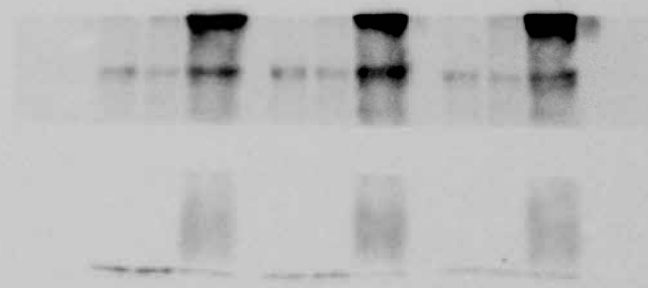

Immunoblot NRF1 corresponding to Supp Fig 2C, lower panel

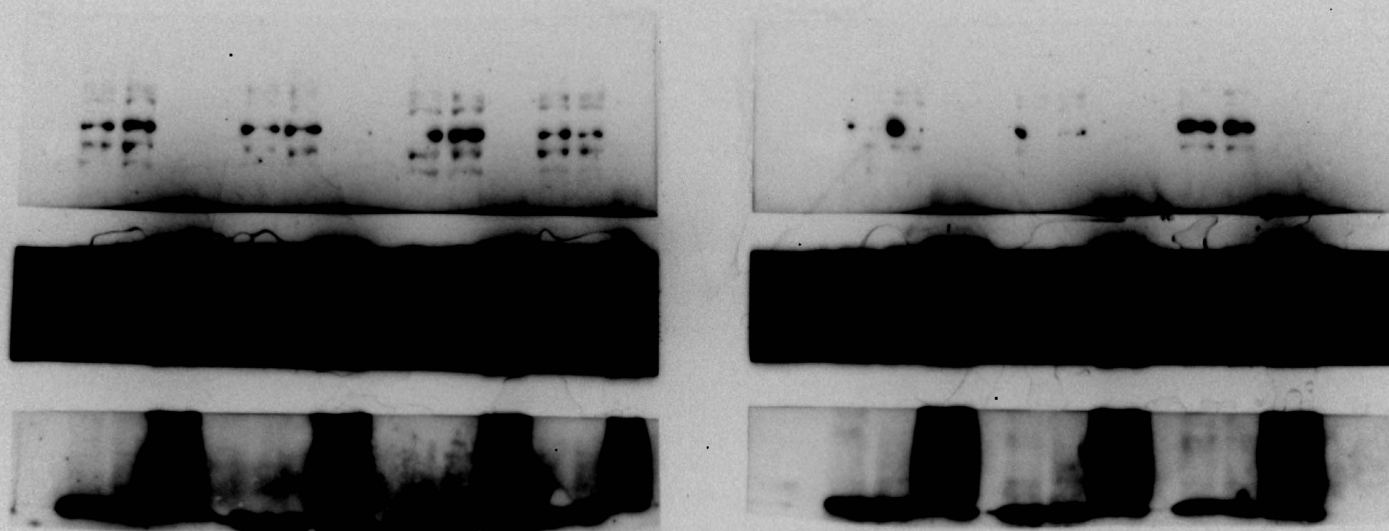

Immunoblot p16 corresponding to Supp Fig 2C, lower panel

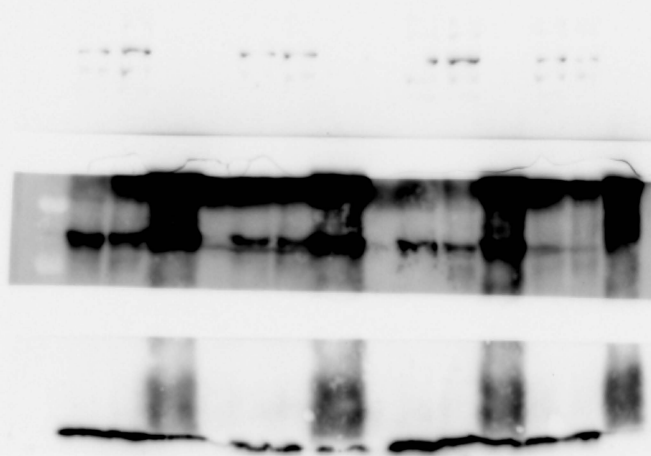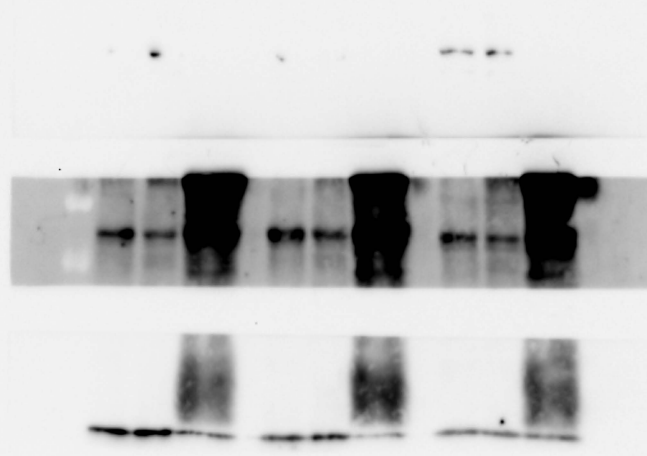

Immunoblot CDK6 corresponding to Supp Fig 2C, upper panel

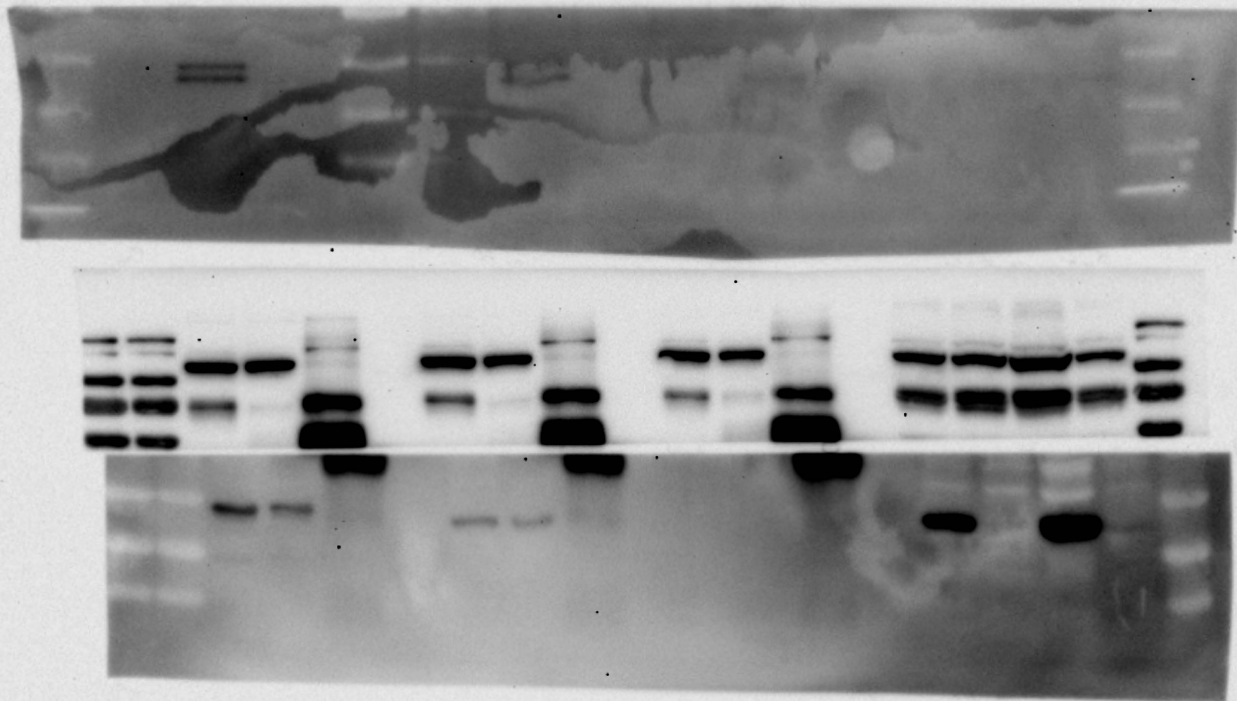

Immunoblot NRF1 corresponding to Supp Fig 2C, upper panel

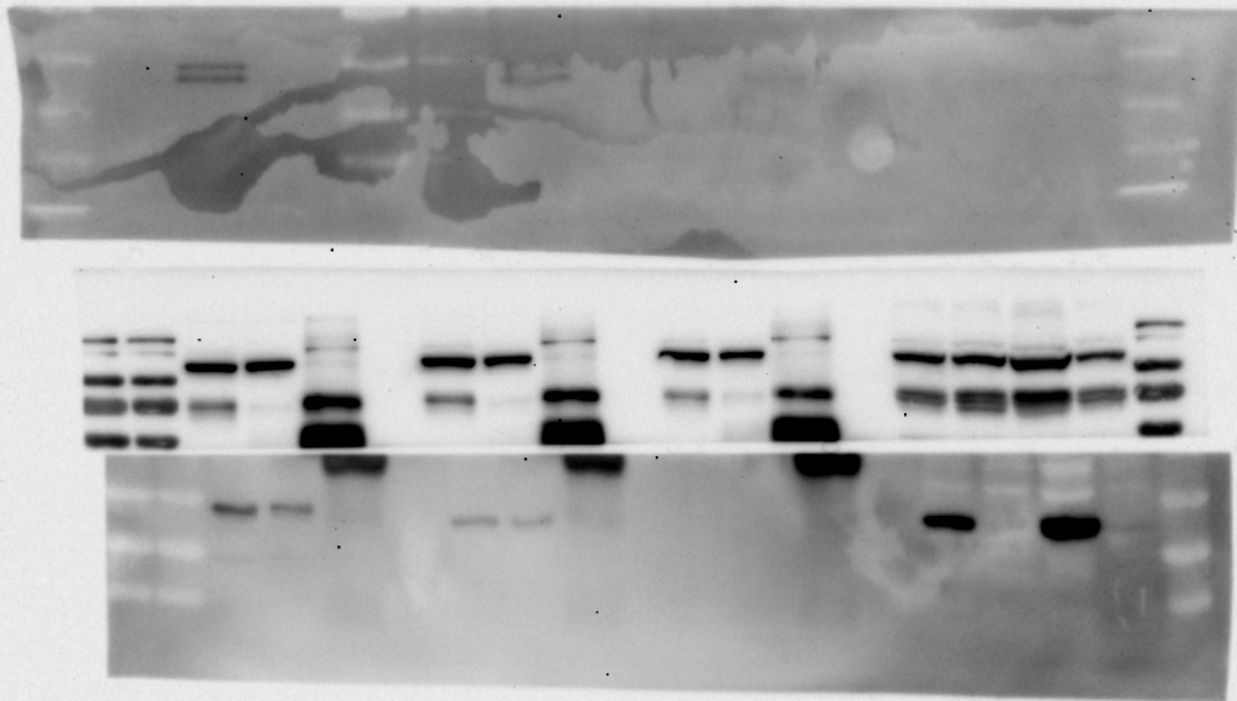

**Supplement:** Supplementary file 1 — supplemental material

How the deposited data were processed for this re-analysis (not part of the article)

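RNA-seq of stable BCR::ABL1+ cell lines (Fig. 1C) was re-analysed for the 3 *Cdk6* KM/KM lines, numbered by replicate as in the sample record. The authors trimmed the reads, merged lanes, aligned them to mm10 with STAR and counted reads overlapping exons of Gencode M13 with FeatureCounts, and deposited raw counts per gene without normalization. The paper's text does not name the strand setting of the counting or how reads with several matches were treated. The count table holds 6 other columns of samples that were not used here. The *Cdk6*+/+ and *Cdk6*-/- libraries, the microarray, ChIP-seq and ATAC-seq data and the HALLMARK gene sets were not analysed here, so no difference between genotypes was computed.

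The table lists 50686 genes, of which 50462 were matched by identifier to symbols and coordinates of Gencode M21, an annotation of the same assembly. It holds 0 rows that name no gene. Libraries had 21569845, 19633463 and 25773221 counts, and 3 counts, the limit that a count of 0 allows, correspond to 0.139, 0.153 and 0.116 CPM. Intervals and limits cover counting error only.

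Counts were normalized with edgeR 4.0.16 (TMM) in R 4.3.3 and given as CPM, with log2(CPM + 1) for spreads. Genes with at least 10 counts over the 3 lines were kept, after the paper's filter. Homogeneity of the counts of each gene was tested by chi-square against the normalized library sizes with Benjamini-Hochberg adjustment at 0.05, which compares libraries and not conditions. Among the genes kept over the 3 lines, each pair of libraries differed at 6102 genes or more, so no library was taken for a duplicate. For lines 1 and 2 this comparison covered 13909 genes. The fit without line 3 was filtered and normalized anew and covered 12948 genes, of which 6098 differed. The common dispersion was estimated with edgeR with an intercept only. For gene lists (nuclear ETC subunits, mitochondrially encoded ETC subunits, glycolysis, cell cycle, cytosolic ribosomal proteins), the median log2 deviation of each line from the mean of the lines was taken, and its range was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these libraries and is not a p-value. The gene list symbol *Ndufb1* was not matched. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

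The gene lists, the comparisons between lines described above and the alternatives listed here were set before the data were examined. The chromosome windows and sequence stretches came later, and the closing parts say which tests of explanations were chosen after the result was seen. Genes named are those the paper names in murine cells, the highest and the most variable nuclear subunit of each ETC complex, the 10 genes with the largest range between lines among those with a mean of at least 5 CPM, 5 sex-linked genes, B-lineage markers and the leading Ighv gene of each line. Genes named outside this rule were chosen after their values were seen. Alternatives were DESeq2 1.42.0 size factors, library size alone, no filter on low counts, at least 10 counts in every line, a pseudocount of 0.1 CPM, random lists matched also on length or GC content, a total without mitochondrially encoded genes, and leaving out each line in turn.

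After the data were seen, genes with a mean log2(CPM + 1) of at least 2 were grouped by start position into 10 Mb windows, and windows with at least 15 genes were set against 10000 random lists matched on expression and drawn with replacement. To find genes that share reads, each 50-base stretch of the transcript with the longest coding sequence was searched on both strands in the annotated transcripts of all other genes. This share was first taken over all transcripts of a gene and was changed to 1 transcript after its values were seen.

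The statistics were tested on simulated data. Of 200 genes changed 2-fold among 13974 simulated genes, 144 were recovered, with 6 false calls. These counts varied by counting noise only, so the false calls describe the test against counting noise and not against variation between lines. Of 100 random lists, 4 passed the 95th percentile. The lists were drawn at random from independently simulated genes, so a share near this is set by the construction and checks the code only. A simulated coefficient of variation of 0.2 was estimated as 0.1995. With chromosome 7 raised 1.5-fold in 1 simulated line, 12 of its 14 windows exceeded all random lists, and 0 of 208 other windows did, over 9453 genes. Genes of this simulation varied independently with a coefficient of variation of 0.2, below the 0.366 of the lines. False calls from neighbouring genes that vary together were therefore not tested.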

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

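The paper does not report on chromosomes or sex-linked genes of its cell lines. The chromosome windows, the test of chance and the tests on the X chromosome, Xist and the Y-linked genes were chosen after the result was seen, as was the test on held-out genes, which took the place of a count over the genes that had picked the windows. The test on GC content was set before its result was computed.

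Blocks of neighbouring genes differed together between the 3 *Cdk6* KM/KM lines. Of 220 windows of 10 Mb, 26 had a range between lines above that of all 10000 random lists matched on expression, where chance gives 0.022 windows. They held 1105 of 9326 genes. All 11 windows tested on chromosome 5 were among them. Over the 637 genes from 0 to 150 Mb of this chromosome, which include genes of windows too small to be tested, line 1 was higher than the other lines by a median of 0.41 on the log2 scale. On chromosome 12, the median difference of line 3 from the other lines was -0.74 from 50 to 80 Mb. On chromosome 13, it was -0.89 for line 1 from 0 to 10 Mb, 0.74 for line 3 from 10 to 20 Mb, 0.67 for line 2 from 40 to 60 Mb and 0.84 for line 1 from 60 to 70 Mb. Lines 2 and 3 also differed from each other there, by a median of 0.32 from 0 to 10 Mb and 0.45 from 60 to 70 Mb. A shift of line 1 alone therefore does not describe these blocks. On chromosome 19, the median difference from the other lines was -0.29 for line 2 from 20 to 30 Mb. The X chromosome is treated separately in what follows.

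The 26 windows argue against chance clustering of variable genes. Matched on GC content as well as expression, 25 of them still exceeded all random lists, which argues against GC content as the cause. In a further test, alternate genes along each window were used to choose windows beyond all random lists and to set the line and direction, and the other genes were then counted, with both sets of genes used in turn. Of 980 held-out genes, 915 or 93.4% deviated in that direction, against 56.0% in windows that were not chosen. This argues against separate regulation or strain variants of single genes, where the held-out genes would go both ways. Regulation of whole neighbourhoods of genes was not tested and stays open. A gain or loss of chromosome segments in single lines needs such a common direction and stays as a candidate explanation, with the same 93.4%. It is a hypothesis, since DNA of these lines was not analysed here. A gain or loss common to all 3 lines gives no signal in this comparison, so the copy number of any line against a normal genome stays open, as does its relation to the genotype.

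Xist was expressed at 53.0 CPM in line 3, from 1350 counts, against 18 and 15 counts in lines 1 and 2. The Y-linked genes Uty, Kdm5d and Eif2s3y together had 154 CPM in line 1 and 113 CPM in line 2, against 6 counts in line 3. A mixture of male and female cells would bring both kinds of transcript into one library, but the Xist level of lines 1 and 2 was 1.499% of that of line 3 and the Y-linked level of line 3 was 0.176% of that of lines 1 and 2, which leaves room for no more than a small share of such cells. Loss of the Y chromosome from a male line would leave Xist near 0, against the 53.0 CPM in line 3. That line 3 came from a female mouse and lines 1 and 2 from male mice stays open, and the paper does not state the sex of the donors. A swap of labels with another series was not tested.

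Over all 326 X-linked genes, the median deviation from the mean of the lines was 0.45 in line 3, and the range between lines exceeded all random lists (percentile 100). A difference in sex with 1 X chromosome inactivated gives no such difference over X-linked genes, so the 0.45 argues against it as the whole cause. The shifted windows begin at 70 Mb. From there on, 193 of 217 genes were highest in line 3, with a median of 0.91 above the mean of lines 1 and 2 on the log2 scale and quartiles of 0.61 and 1.08, while the 109 genes before 70 Mb had a median of -0.00658. A second active copy of the distal segment in line 3 predicts a value near 1 for the distal genes and remains a candidate explanation. The boundary was placed where the shift begins and the 0.91 was seen first, so neither value decides on it. Whether the copy may be a duplication or a segment of an inactive X chromosome that became active was not tested. All 3 lines share 1 genotype, so no biological explanation by condition was tested.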

How the results depend on the processing

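No paired analysis was possible because the 3 libraries belong to 1 group. Over the 12 results compared between settings, 55 of 58 values kept their side of the threshold or stayed within their spread or within 1.5 times the main value, and so did the 18 values of the genes the paper names other than *Cdk6*. These include the settings of the chromosome windows, which were chosen after the data were seen. There the share of genes in windows beyond all random lists was 11.8% and lay at 11.2% with 5 Mb windows, 11.5% matched on GC content, 12.4% with DESeq2 size factors and 13.5% with library size alone.

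The 3 others concern the cytosolic ribosomal protein genes, whose shift between lines lay at the 93.6th percentile of random lists. It passed the 95th percentile with DESeq2 size factors (98.0), with library size alone (98.2) and with at least 10 counts in every line (95.1). It fell to 72.8 with no filter on low counts and to 78.1 with random lists matched also on length. It was 93.9 with a pseudocount of 0.1 CPM and 93.2 with lists matched also on GC content. Across the 3 fits that each left out one line, it ranged from 62.4 to 99.2. The highest value came without line 2. The cause was not tested.

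Leaving out one line each, the median SD of the nuclear ETC subunits ranged from 0.0484 to 0.0865, with the lowest value without line 3. A median SD over fewer lines tends to be lower, so these values do not compare directly with that of all lines. The number of genes that varied between lines ranged from 6098 to 7267 against 9341 with all lines, and was lowest without line 3. Fewer libraries give the chi-square test less power, so part of this decrease lies in the construction. The share of genes in windows beyond all random lists ranged from 6.82% to 11.6%, and was lowest without line 1. Of the 42 values with a line left out, 38 kept their side of the threshold or their range, 3 moved and 1 passed the threshold. The cell cycle list stayed above the 95th percentile in all of these fits, from 99.2 to 100, and the nuclear ETC list below it, from 25.8 to 79.7.

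Depth limits the statements on genes near 3 counts, which are 0.116 to 0.153 CPM. The Ighv counts, from 184 to 486 in a line, limit the shares given for them.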

Other observations

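The tests on *Rplp0*, *Gapdh*, *Ddx3y*, *mt-Atp8* and *Gm10260*, and the use of the length and GC matching as a test on the cell cycle genes, were chosen after the result was seen. The share of stretches was first taken over all transcripts of a gene and was changed to the transcript with the longest coding sequence after the result for *Gapdh* was seen, and the other tests were set before their results were computed.

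Among the nuclear ETC subunits with at least 1 CPM in every line, the 4 most variable lay in the chromosome blocks that differed between lines. Of the 77 nuclear subunit genes with at least 1 CPM in every line, 5 lay in such windows: *Cox7b*, *Uqcrb*, *Atp5j2*, *Atp5k* and *Cox6a1*. The first 4 of these had the 4 largest SDs of all 77. Not among the 77 are *mt-Nd6*, with an SD of 0.59, and *Cox6a2* on chromosome 7, with 0.89 and under 1 CPM in lines 2 and 3. The median SD of log2(CPM + 1) was 0.34 for the 5 genes inside the windows and 0.07 for the 72 genes outside, and it fell to 0.0723 when the median deviation of each gene's window was subtracted. A gain or loss of chromosome segments may therefore account for the spread of these 5 genes. *Ndufa1*, on the X chromosome before the shifted part, varied outside such a window. Reads of *Uqcrb* can be shared, with 43.4% of its stretches in other annotated genes.

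*Cdk6* and *Rplp0* both lie on chromosome 5. The level of *Cdk6* differed between lines by 0.91 on the log2 scale, a larger range than that of 96.5% of the 1000 genes of nearest mean expression. After subtraction of the median deviation of chromosome 5 genes, the range was 0.44, at the 82nd percentile of the same genes. A percentile from 80 to 95 was set to decide nothing. That limit was removed once the 82nd percentile was seen, which would have counted for the explanation, and was then restored. Whether the dosage of chromosome 5 is the whole cause of the difference in *Cdk6* therefore stays open. *Rplp0*, to which the paper normalizes its RT-qPCR, had 1857, 1466 and 1312 CPM in lines 1, 2 and 3, a range of 0.50, at percentile 86.6. After the same subtraction the range was 0.04, at percentile 4.3. The range was below the 95th percentile before the subtraction too, so the test does not decide whether the dosage of chromosome 5 is the source of the difference. For *Rplp0*, 41.8% of the stretches occur in other annotated genes. Whether the lines used for RT-qPCR carry the same difference was not tested, and no biological explanation was tested.

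Line 3 was the most distant line for 758 of 1530 genes with at least a 2-fold range between lines. Of the 1273 genes not assigned to a block, it was so for 47.5%. Only genes with a mean log2(CPM + 1) of at least 2 in windows of at least 15 genes were assigned. Some of the 1273 may therefore lie within the shifted segments. The 47.5% does not settle whether a gain or loss of chromosome segments is the whole cause. Line 3 also had the most counts, and its depth was not tested as a cause. The largest ranges included *Bmp1* with 221 CPM and *Gm42047* with 103 CPM in line 3, *Sult1d1* with 140 CPM and *Ighg2b* with 621 CPM. *Phka1* had 1273 counts in line 3 and 0 in both other lines, so it was at least 327-fold higher than the limit of 3 counts. *Ryr2* had 0, 153 and 1474 counts.

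*Gm10260*, a gene on chromosome 13 annotated as protein coding, had 6 and 3 counts in lines 1 and 2 and 4892 in line 3. Of its 50-base stretches, 96.5% occur in 13 other annotated genes, led by *Gm26619*, a lincRNA gene that overlaps it on the opposite strand and that was looked up after these values were seen. A smaller share, 56.6%, occurs in *Rps18*, which was at 158, 150 and 78.9 CPM in lines 1, 2 and 3. A candidate explanation is that *Rps18* in line 3 differs from the reference so that its reads match *Gm10260*. The sum of both genes was 158, 150 and 271 CPM, so the sum is higher in line 3, and transcription of *Gm10260* or of the overlapping gene in line 3 stays open.

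The cell cycle list of 28 genes shifted between lines, with median deviations of -0.13, 0.13 and 0.01 on the log2 scale in lines 1, 2 and 3. Its range of 0.25 exceeded all random lists (percentile 100). Line 2 was the highest for 18 genes and line 1 the lowest for 21. Matched on length or on GC content the percentile was 100, and without the genes of the chromosome blocks it was 100 as well, with a range of 0.26 over 26 genes, which argues against these causes. A difference in growth between the cultures at harvest stays open as untested. Over the same lines, the glycolysis list lay at percentile 56.2, the nuclear ETC list at 22.8 and the mitochondrially encoded list at 7.90.

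Of the mitochondrially encoded genes, 6 were at 0 or 1 count in each line. The median share of their 50-base stretches in other annotated genes was 99.2%, against 7.61% for the other 7, so reads that match both places and were not counted may explain these zeros. *mt-Atp8* had 0% of stretches in other annotated genes, which argues against annotated copies for this gene. Between the annotated copies of *mt-Atp6* and *mt-Co2* on chromosome 1 lies an unannotated gap of 233 bases, and *mt-Atp8* spans 204 bases. Whether its copy fills the gap was not tested, since the genome sequence was not used here. *Gapdh* had 13.4 CPM. Over all of its transcripts 25.1% of stretches occur in other annotated genes, which by the limit set beforehand went against shared reads. After that value was seen, the share was taken over the transcript with the longest coding sequence, because transcripts that keep introns lower it, and was 90.4%. The 2 measures point in opposite directions, so shared reads stay open as a cause of its low count. *Eno1* had 349 CPM with a share of 72.2%, so a high share does not always go with a low count.

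*Ddx3y* had 2 and 2 counts in lines 1 and 2, where the Y-linked genes *Kdm5d*, *Eif2s3y* and *Uty* had from 427 to 1863. Only 0.0439% of its stretches occur in other annotated genes, which argues against shared reads. *Usp9y*, its neighbour from 1298961 to 1459782 on the Y chromosome and chosen after its values were seen, was at 0 in each line. A loss of this part of the Y chromosome was not tested.

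*Nrf1* had 93.9 ± 6.10 CPM, *Stat3* 86.0 ± 21.1 CPM, *Cdkn2a* 250 ± 25.3 CPM and *Rb1* 55.3 ± 7.05 CPM (SD, n = 3). *Slc2a3*, which the paper measured by RT-qPCR, had 94.2 ± 13.0 CPM. Of the B-lineage markers, *Pax5* had 814 ± 30.8 CPM and *Ebf1* 416 ± 20.5 CPM, while *Rag1* had 22.4, 91.4 and 32.4 CPM in lines 1, 2 and 3 and *Dntt* 2.29 ± 1.75 CPM. The leading Ighv gene was *Ighv2-3* in line 1 with 188 of 375 Ighv counts (50.1%, 95% Wilson interval 45.1% to 55.2%) and in line 3 with 254 of 486 (52.3%, 47.8% to 56.7%). In line 2 it was *Ighv1-55* with 73 of 184 (39.7%, 32.9% to 46.9%). No biological explanation was tested for these values.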
